# Genome-wide expression profiling and bioinformatics analysis of diurnally regulated genes in the mouse prefrontal cortex

**DOI:** 10.1186/gb-2007-8-11-r247

**Published:** 2007-11-20

**Authors:** Shuzhang Yang, Kai Wang, Otto Valladares, Sridhar Hannenhalli, Maja Bucan

## Abstract

**Background:**

The prefrontal cortex is important in regulating sleep and mood. Diurnally regulated genes in the prefrontal cortex may be controlled by the circadian system, by sleep:wake states, or by cellular metabolism or environmental responses. Bioinformatics analysis of these genes will provide insights into a wide-range of pathways that are involved in the pathophysiology of sleep disorders and psychiatric disorders with sleep disturbances.

**Results:**

We examined gene expression in the mouse prefrontal cortex at four time points during a 24 hour (12 hour light:12 hour dark) cycle using microarrays, and identified 3,890 transcripts corresponding to 2,927 genes with diurnally regulated expression patterns. We show that 16% of the genes identified in our study are orthologs of identified clock, clock controlled or sleep/wakefulness induced genes in the mouse liver and suprachiasmatic nucleus, rat cortex and cerebellum, or *Drosophila *head. The diurnal expression patterns were confirmed for 16 out of 18 genes in an independent set of RNA samples. The diurnal genes fall into eight temporal categories with distinct functional attributes, as assessed by Gene Ontology classification and analysis of enriched transcription factor binding sites.

**Conclusion:**

Our analysis demonstrates that approximately 10% of transcripts have diurnally regulated expression patterns in the mouse prefrontal cortex. Functional annotation of these genes will be important for the selection of candidate genes for behavioral mutants in the mouse and for genetic studies of disorders associated with anomalies in the sleep:wake cycle and circadian rhythm.

## Abstract 2

Microarray analysis shows that approximately 10% of transcripts in the mouse prefrontal cortex have diurnally regulated expression patterns.

## Background

The prefrontal cortex is a brain region important for executive functions, including self-observation, planning, prioritizing and decision-making, which are, in turn, based upon more basic cognitive functions, such as attention, working memory, temporal memory and behavioral inhibition [1,2]. The prefrontal cortex is involved in emotional regulation [3] and it also mediates normal sleep physiology, dreaming and sleep-deprivation phenomena. Previous studies show that the prefrontal cortex is particularly sensitive to the negative effects of sleep deprivation, and it benefits the most from sleep [4,5]. In addition, alterations in prefrontal cortex and its connections to other brain regions have been associated with psychiatric disorders (reviewed in [6-8]), including schizophrenia [9], bipolar disorder [10], and attention-deficit/hyperactivity disorder [11].

The pathophysiology of psychiatric and neurodevelopmental disorders, including depression, bipolar disorder, schizophrenia and autism, has been reported to involve disturbances in the sleep:wake cycle and circadian rhythm [12-15]. Both the sleep:wake cycle and circadian rhythms are accompanied by diurnally regulated gene expression - the gene expression levels change daily according to the time of a day. Genome-wide microarray analysis has been used to identify genes with cyclic expression patterns at different circadian time points in the mouse suprachiasmatic nucleus (SCN) and liver using Affymetrix U74A arrays that contain about 10,000 known genes and expressed sequence tags [16] as well as in other mouse tissues, including heart [17] and aorta [18], or in fly heads [19-24]. In addition, sleep/wakefulness regulated genes were studied in the whole cortex, cerebellum, basal forebrain, and hypothalamus in the rat [25,26] and the mouse [27], and in fly heads [24,28,29]. However, these studies assayed only limited numbers of genes, and were focused on either circadian genes (under constant darkness) or tissues other than the prefrontal cortex. Therefore, genome-wide analysis of genes with diurnally regulated expression patterns in the prefrontal cortex will shed light on the function of prefrontal cortex and provide candidate genes for genetic studies of sleep and psychiatric disorders.

In this study, we performed a genome-wide survey of genes with diurnally regulated expression patterns in the mouse prefrontal cortex, a brain region that has not been extensively studied before. In contrast to previous genome-wide studies, which focused on either circadian or homeostatic sleep regulation, our aim was to identify, on a large scale, genes with diurnal rhythms regardless of the controlling mechanisms. We profiled the gene expression levels at four Zeitgeber time (ZT) points during a single day under regular sleep/wakefulness and light:dark cycles, which will capture most diurnally regulated genes that may have different phases. (Thus, in our study, the term 'diurnal' refers to the presence of a day:night cycle rather than being an antonym of 'nocturnal'). We used Affymetrix Mouse430_v2 microarrays, which represent the most extensive mouse gene expression array to date. A total of 2,927 genes were identified as diurnally regulated in the mouse prefrontal cortex, and 2,458 (84%) of them have not been reported before as circadian genes or sleep/wakefulness regulated genes in other tissues and other organisms. Bioinformatics analysis on the diurnal genes revealed eight temporal clusters, each with distinct patterns of expression variation. Each cluster of the genes was associated with specific biological function and was under similar transcriptional regulation.

## Results

### Identification of diurnally regulated genes in the mouse prefrontal cortex

C57BL/6J mice were entrained to a 12 hour light and 12 hour dark cycle (LD 12:12) for two weeks. We collected tissue samples at four time points, 3 and 9 hours after lights on (ZT3 and ZT9) and 3 and 9 hours after lights off (ZT15 and ZT21), to gain higher resolution temporal patterns of expression and to capture genes whose expression phases would result in similar levels at two time points. To identify genes with diurnally regulated expression levels, RNA samples from the prefrontal cortex of three mice at each ZT point were used for the preparation of cDNA for microarray expression profiling. 

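Each array held the RNA of 1 mouse, and 3 mice stood behind each of ZT3 and ZT9, in the light, and ZT15 and ZT21, in the dark. The 12 arrays covered 45037 probe sets, of which 34945 carry 1 gene symbol, 932 carry several and 9160 carry none, and 64 further control probe sets of the array. The deposited values are intensities on a linear scale, which the authors obtained with GCRMA, and none lay below 1. Mean intensity per array was 349 ± 6.27 at ZT3 (SD, n = 3), 380 ± 28.7 at ZT9, 376 ± 16.2 at ZT15 and 363 ± 27.7 at ZT21. The log2 values of any pair of arrays correlated at 0.970 to 0.994 across probe sets, and no pair was identical. The deposited table holds no detection calls. The 24546 probe sets with the highest mean log2 intensity, down to a mean of 4.87, therefore stood in for the same number of probe sets that the authors kept by their calls. They cover 11791 genes, counting the probe sets with 1 symbol. The 4 time points were compared on the log2 scale with the moderated F-test of limma, a linear model that pools the spread across probe sets, and p-values were adjusted over all 24546 by the method of Benjamini and Hochberg. A range is the difference between the highest and the lowest mean of the 4 time points on the log2 scale, with its standard error from the same fit. The number of arrays limits the precision.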

We expected that examination of gene expression at four time points during the 24 hour light:dark cycle would permit identification of genes regulated by the circadian clock, those controlled by the sleep:wake states, and those induced or suppressed by a wide range of metabolic and environmental conditions. 

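Early in the night was the most frequent time of the peak among the transcripts called here as changing over the day. Of the 473 probe sets that passed the F-test of limma at an adjusted p under 0.20 (1.93% of those tested, from 363 genes with 1 symbol), 226 were highest at ZT15, 128 at ZT21, 85 at ZT9 and 34 at ZT3. The lowest level fell at ZT3 for 262 of them. Dusp4, a phosphatase of MAP kinases, rose from a log2 intensity of 6.07 ± 0.27 at ZT3 (SD, n = 3) to 7.95 ± 0.18 at ZT15 (adjusted p = 0.0467 from limma). Creld2, which encodes a protein of the endoplasmic reticulum, was lowest at ZT9 and highest at ZT15, with a range of 1.29 (standard error 0.16, adjusted p = 0.0359 from limma). Cdyl2 and Trib2 rose from ZT3 to ZT15 by 1.03 and 0.99 (adjusted p = 0.0303 from limma for both). Nptx2, which encodes a secreted pentraxin of synapses, and Pfkfb3, an enzyme that controls glycolysis, both had their lowest level at ZT9 and their highest at ZT15, with ranges of 1.16 and 0.93. Wdr6 peaked in the light, at 11.39 ± 0.20 at ZT9 against 10.26 ± 0.09 at ZT3 (SD, n = 3 each; adjusted p = 0.0118 from limma). The transcript 1810014B01Rik was lowest at ZT21, by 1.01 below its level at ZT3. The study's list, drawn from the same arrays, holds 448 of the 473. Leaving out 1 array moved the count to 252, 40 or 60 without ZT3 replicate 1, 2 or 3, to 3013, 187 or 1492 without ZT9 replicate 1, 2 or 3, to 242, 107 or 1379 without ZT15 replicate 1, 2 or 3, and to 93, 108 or 2870 without ZT21 replicate 1, 2 or 3.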

By probing the Affymetrix high-density chip (the Mouse430_v2 array) with approximately 45,000 probe sets, we identified 3,890 probe sets representing 2,927 unique Ensembl genes with diurnally regulated expression levels in the prefrontal cortex at a false discovery rate (FDR) threshold of 20%. 

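At the stricter adjusted p of 0.05, 26 probe sets of 22 genes with 1 symbol remained, and 20 of these were highest at ZT15. Between dark and light (ZT15 and ZT21 against ZT3 and ZT9), 23 probe sets were higher in the dark and 0 lower at an adjusted p under 0.05 from limma's moderated test, against 2150 higher and 1615 lower at an unadjusted p under 0.05. The same test found 54 higher and 0 lower at ZT15 than at ZT3 (2417 and 658 unadjusted). From ZT9 to ZT21 only 1 probe set passed, of Homer1, by 2.20 (standard error 0.17, adjusted p = 0.000519 from limma), with 0 lower (1027 higher and 2226 lower unadjusted). The other probe sets of Homer1 were higher at ZT21 by 0.02 to 0.65 and did not pass (adjusted p = 0.244 to 0.979 from limma). Jdp2 and Gse1, whose products act on chromatin and transcription, were higher in the dark by 0.64 and 0.47. Vasn and Zmym1 were higher at ZT15 than at ZT3 by 1.36 and 1.73. In simulated data of the same size, with 100 probe sets changed by 0.5 log2 and 100 by 1, the F-test at an adjusted p under 0.20 recovered 44 and 95 of them and made 33 false calls among 172. In simulated data with no change it made 2 calls. Leaving out 1 array moved the count at 0.05 to 11 or 9 without ZT3 replicate 2 or 3, 41 or 14 without ZT9 replicate 1 or 3 and 10 without ZT15 replicate 2, and the count between dark and light to 6 without ZT3 replicate 2 or 3, 99 (8 of them lower), 8 or 11 without ZT9 replicate 1, 2 or 3, 35 (1 lower) or 11 without ZT15 replicate 1 or 2 and 11 or 15 (4 of the 15 lower) without ZT21 replicate 2 or 3. That from ZT3 to ZT15 moved to 24, 10 or 7 without ZT3 replicate 1, 2 or 3, 101 (1 lower) without ZT9 replicate 1 and 15 (1 lower) or 20 without ZT15 replicate 2 or 3, and that from ZT9 to ZT21 to 2 without ZT9 replicate 3 or ZT15 replicate 3, to 3 without ZT21 replicate 1 and to 93, of which 17 higher and 76 lower, without ZT21 replicate 3.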

We used a relatively liberal FDR threshold because we aimed at identifying a highly comprehensive list of diurnal genes at the cost of decreased specificity. These genes are distributed throughout the mouse genome (Figure 1), and several regions in chromosomes 7, 17 and 19 are especially enriched with diurnally regulated genes.

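The genes of the study's list lie on every autosome and on X in proportions close to those of all tested genes. With the gene positions of GRCm38.p6, 2783 of 11746 tested genes (23.7%) were in the list. The share was 22.0% on chromosome 7 (189 of 859 genes), 23.4% on chromosome 17 (126 of 539) and 24.3% on chromosome 19 (97 of 399). The adjusted p was 1 for each chromosome (exact Fisher's test, two-sided), and the smallest unadjusted p was 0.0881, for a lower share of 21.4% on chromosome 11. Among 407 windows of 5 Mb with at least 10 tested genes, 0 passed an adjusted p of 0.05 (exact hypergeometric test, one-sided). The window with the smallest p lies on chromosome 17 and holds 33 diurnal genes among 88 (exact p = 0.00252, adjusted p = 0.572), among them Fkbp5, Srsf3, Stk38, Mapk14 and Cdkn1a. The next lies on chromosome 8, with 9 of 15 genes, among them Nrp1 and Itgb1 (exact p = 0.00281). These window genes were chosen after their values were seen.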

**Figure 1:**
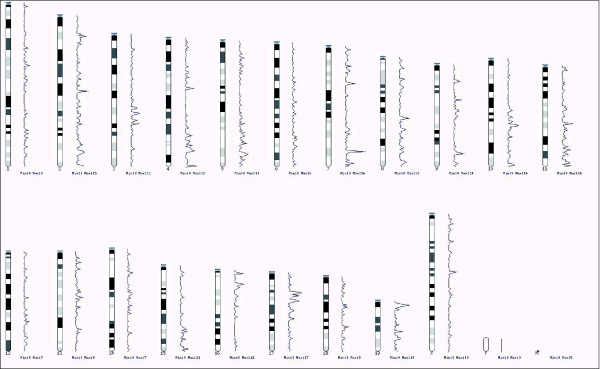
A karyotype map showing the chromosome positions and frequencies of diurnally regulated genes in the mouse genome. Although these genes are scattered around the genome, several regions in chromosomes 7, 17 and 19 show especially high density of diurnally regulated genes.

### Validation of diurnally regulated genes by real-time PCR

To experimentally validate the diurnal expression patterns, we examined the mRNA levels of 18 genes identified in our microarray experiment in independent sets of prefrontal cortex samples (mice) at 4 ZT points by real-time quantitative PCR (Q-PCR). With a motivation to identify candidate genes for neuropsychiatric disorders with sleep anomalies, we selected 12 genes based on the proximity of their human orthologs to previously reported linkage peaks for neuropsychiatric disorders [30,31]. These genes, including *Cacng2*, *Dnajc3*, *Dusp4*, *Gpc6*, *Mbp*, *Nov*, *Phf21b*, *Atxn10*, *Xbp1*, *Zfyve28*, *Rasd2*, and *Sult4a1*, have not been reported to have cycling expression patterns. 

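Most of these genes with a clear change on the arrays were highest at ZT15. Dnajc3, a co-chaperone of the endoplasmic reticulum, had 4 of 5 probe sets past the test, with that peak and ranges of 0.87, 0.59, 1.37 and 0.78 (adjusted p = 0.129, 0.129, 0.0986 and 0.175 from limma), and 1 more with 0.27 (adjusted p = 0.382). Xbp1, a transcription factor of the unfolded protein response, had 3 of 4 probe sets past the test, with ranges of 0.90, 0.87 and 0.69 (adjusted p = 0.0705, 0.133 and 0.188), and 1 more with 0.16 (adjusted p = 0.671). Phf21b rose from 5.35 ± 0.40 at ZT9 (SD, n = 3) to 6.31 ± 0.30 at ZT15, and Cacng2, a subunit associated with AMPA receptors, from 8.68 ± 0.18 to 9.16 ± 0.12 (adjusted p = 0.189 and 0.195 from limma). Of the 8 probe sets of Mbp, 1 passed and rose from 9.11 ± 0.08 at ZT3 to 9.81 ± 0.02 at ZT15 (SD, n = 3; adjusted p = 0.0154 from limma), a second had a range of 0.89 (adjusted p = 0.227), and the other 6 had adjusted p-values of 0.515 to 0.901. Genes with their highest mean at ZT9 did not pass the test at an adjusted p under 0.20. These were Gpc6 (ranges 0.66, 0.44 and 0.34, adjusted p = 0.227, 0.298 and 0.555), Nov, now named Ccn3 (0.75, adjusted p = 0.229), Zfyve28 (0.45, adjusted p = 0.272) and Atxn10 (0.42, adjusted p = 0.308). Sult4a1, highest at ZT21, had a range of 0.39 (adjusted p = 0.228), and the probe sets of Rasd2 had ranges of 0.52 and 0.36 (adjusted p = 0.305 and 0.342). The first 3 calls of Dnajc3 and all 3 of Xbp1 ended without ZT3 replicate 2 or ZT15 replicate 2 (adjusted p = 0.206 to 0.426), some of them also without ZT3 replicate 3, ZT9 replicate 2, ZT15 replicate 1 or 3, or ZT21 replicate 1 or 2 (0.204 to 0.404), and those of Cacng2 and Phf21b without 9 and 8 of the 12 arrays in turn (up to 0.428 and 0.426).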

Several other genes, including *Camk1g*, *Ier5*, *Sbk1*, *Pdia6*, *Bmal1 *(*Arntl*) and *Per2*, were added for additional validation, with *Bmal1 *and *Per2 *serving as positive controls. Of these 18 genes in validation experiments, 16 showed similar or identical patterns to those detected with the microarray experiments (Figure 2), while *Rasd2 *and *Sult4a1 *did not show cycling expression in the Q-PCR experiment (data not shown). Therefore, despite the liberal FDR threshold of 20% in our analysis, we still validated 89% of the diurnal genes that were identified by the microarray experiments. Subtle discrepancies in the expression patterns of several genes between the microarray and Q-PCR results could be due to differences in the oligonucleotide probes on the microarray and the probes used in the Q-PCR experiments.

**Figure 2:**
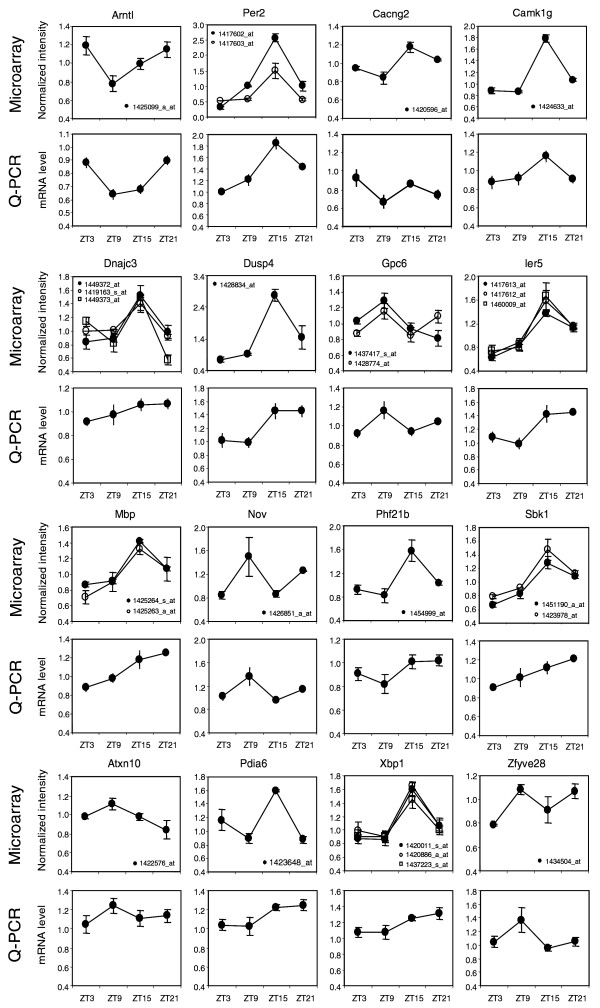
Real-time Q-PCR validation of diurnal genes. For each gene, the expression pattern detected by Q-PCR (lower panel) was compared with that detected by microarray (upper panel). Data shown are mean ± standard error for three biological replicates in the microarrays, and for five biological replicates in Q-PCR experiments. The Q-PCR results gave similar patterns to those detected by the microarray for 16/18 diurnally regulated genes.

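Camk1g, a calcium-dependent protein kinase, stood out at ZT15 on the arrays, with 8.87 ± 0.09 (log2 intensity, SD, n = 3) against 7.83 ± 0.07 to 8.13 ± 0.07 at the other times. Its range was 1.05 (standard error 0.09, adjusted p = 0.00166 from limma). Ier5, an immediate early gene, rose from ZT3 to ZT15 by all 3 of its probe sets, with ranges of 1.17, 1.12 and 1.17 (adjusted p = 0.0148, 0.0613 and 0.0719 in that order). Sbk1, a kinase gene of the brain, rose over the same interval by 0.93 and 0.88 by its pair of probe sets (adjusted p = 0.0359 and 0.0467). Pdia6, a protein disulfide isomerase, was highest at ZT15 with 10.38 ± 0.02 and lowest at ZT21 with 9.51 ± 0.14 (SD, n = 3; adjusted p = 0.0719 from limma). The calls of the last 2 Ier5 probe sets ended without ZT3 replicate 2 (adjusted p = 0.247) and ZT3 replicate 3 (0.209), and that of Pdia6 without ZT3 replicate 2 or ZT15 replicate 2 (0.218 and 0.210). The real-time PCR values are not analysed here.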

### Comparison with previously identified cycling genes and sleep/wakefulness related genes

To further validate our data, we compared our list of diurnal genes with a large number of previously described circadian regulated genes and sleep/wakefulness related genes. We queried the Ensembl-Compara database with genes identified in our experiment and genome-wide surveys of cycling genes in the mouse, rat and *Drosophila*. The Ensembl-Compara multi-species database stores the results of genome-wide species comparisons, including ortholog prediction, paralog prediction, whole genome alignments and synteny regions [32]. Although in many cases clear orthologous relationships can not be confidently established, for the 2,927 diurnal genes in the mouse prefrontal cortex, we identified 2,694 human orthologs, 2,810 rat orthologs, and 1,834 *Drosophila *orthologs. 

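The clock genes that changed most were low at ZT3 and reached their highest level at ZT9 or ZT15. Per2 rose from a log2 intensity of 6.28 ± 0.38 at ZT3 (SD, n = 3) to 9.35 ± 0.12 at ZT15, a range of 3.07 (standard error 0.20, adjusted p = 0.000419 from limma). Per1 rose from 6.81 ± 0.08 to 8.70 ± 0.62 and Bhlhe40, the current symbol of Bhlhb2, from 9.09 ± 0.15 to 10.58 ± 0.16 between the same time points (SD, n = 3; adjusted p = 0.0488 and 0.0148 from limma). Cry1 followed with a range of 0.83, highest at ZT15 (standard error 0.14, adjusted p = 0.115). Cry2, also highest at ZT15, had a range of 0.40 and did not pass at 0.20 (standard error 0.10, adjusted p = 0.229). Dbp and Ciart peaked earlier, at ZT9, where they lay above ZT3 by 1.89 and 2.16 (adjusted p = 0.000225 and 0.00203). Arntl had means of 8.04 ± 0.19 at ZT3 and 7.41 ± 0.25 at ZT9 and did not pass at 0.20 (SD, n = 3; adjusted p = 0.219 from limma). Homer1 had the largest range of all, from 8.04 ± 0.24 at ZT9 to 11.41 ± 0.12 at ZT15 (SD, n = 3; adjusted p = 3.34e-05 from limma). Its other 5 probe sets were also lowest at ZT9 and highest at ZT15, with smaller ranges of 0.61 to 1.93 (adjusted p = 0.119 to 0.254). Of 20 core clock genes measured, listed before the data were examined, 7 passed at an adjusted p under 0.20 and 14 when adjusted over the list alone. Their list was higher at ZT15 than at ZT3 in 18 of 20 genes, with a median difference of 0.46. The adjusted p was 5.82e-09 from limma's camera test with a preset correlation between genes. Of 100 splits of the arrays, the real grouping counted among them, 1 gave as small a p, the real one. This list call was kept by limma's fry test (adjusted p = 0.0132) but not by camera with the correlation between genes estimated from the data, and the mean level of the list ran with the first principal component of the arrays at a Pearson's r of -0.611. Clock, Npas2 and Nr1d1 did not pass (smallest adjusted p = 0.389, 0.351 and 0.313). The call of Per1 ended without ZT3 replicate 2 (adjusted p = 0.236), and that of Cry1 without ZT3 replicate 2 or 3, ZT15 replicate 2, or ZT21 replicate 1 or 2 (up to 0.328).

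**Figure D1:**
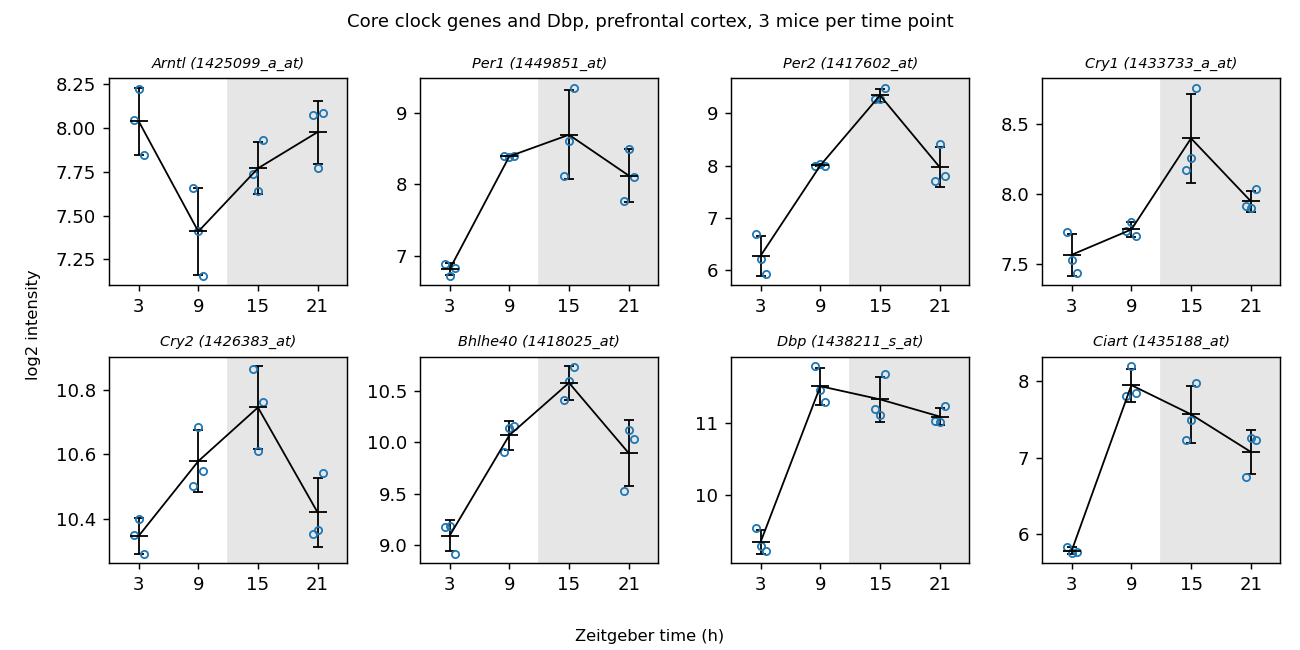
Log2 intensity of 8 clock genes against zeitgeber time in hours. Circles are the 3 mice at each time, bars the mean and SD, and grey the dark phase. Per2 is highest at ZT15 (9.35), Ciart and Dbp are highest at ZT9, and Arntl is lowest at ZT9 (7.41).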

Several known core clock genes, such as aryl hydrocarbon receptor nuclear translocator-like (*Arntl *or *Bmal1*), period homolog 1 (*Per1*), period homolog 2 (*Per2*), cryptochrome 1 (*Cry1*), cryptochrome 2 (*Cry2*), basic helix-loop-helix domain containing, class B2 (*Bhlhb2 *or *Dec1*), and genes under circadian control, such as D site albumin promoter binding protein (*Dbp*) and homer homolog 1 (*Homer1*), show diurnal expression in our dataset (Additional data file 1). 

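Ranked by the F-test among the 24546 tested probe sets, the best probe set of Homer1 came at place 1, that of Dbp at 2 and that of Per2 at 3. Bhlhe40 stood at place 13, Per1 at 26 and Cry1 at 108. Arntl and Cry2 came lower, at 617 and 820. In the study's own ordered table the places of these genes, which are the paper's values, are 4 for Homer1, 5 for Per2, 6 for Dbp, 34 for Bhlhe40, 397 for Cry2, 515 for Cry1, 1032 for Arntl and 1340 for Per1. Only 1999 of the 3890 entries of that table could be read.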

When we sorted the 2,927 diurnal genes by their FDR q-values (these values represent the significance of expression fluctuation), all of the above genes, except *Arntl *and *Per1*, ranked among the top 522 transcripts, indicating that they encode the most diurnally variable transcripts in the prefrontal cortex. 

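After Homer1, Dbp and Per2, the next place by the F-test went to Hspa5, the main chaperone of the endoplasmic reticulum. Of its 3 probe sets, 2 rose from ZT9 to ZT15 by 1.14 and 1.07 (adjusted p = 0.000503 and 0.0118 from limma), and the other had a range of 0.13 (adjusted p = 0.754). Camk1g held place 6, Ciart place 8 and Wdr6 place 10. Osbpl3, which binds oxysterols, was at place 12, lowest at ZT9 and highest at ZT15 with a range of 1.06 (standard error 0.12, adjusted p = 0.0148). Mbp followed at place 14 and the splicing factor Sfpq at 15, with a range of 0.79 between the same times. Kmt2a, the current symbol of Mll1, held place 33, with 9.69 ± 0.04 at ZT15 and 9.05 ± 0.12 at ZT21 (SD, n = 3; adjusted p = 0.0613 from limma). Rnd2 and Rbck1 took places 813 and 832 and did not pass at 0.20 (ranges 0.33 and 0.32, adjusted p = 0.228 and 0.230).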

The top 10 genes in this ranking list are heat shock 70 kDa protein 5 (*Hspa5*), myelin basic protein (*Mbp*), calcium/calmodulin-dependent protein kinase IG (*Camk1g*), *Per2*, *Dbp*, splicing factor proline/glutamine rich (*Sfpq*), oxysterol binding protein-like 3 (*Osbpl3*), RanBP-type and C3HC4-type zinc finger containing 1 (*Rbck1*), myeloid/lymphoid or mixed-lineage leukemia 1 (*Mll1*) and Rho family GTPase 2 (*Rnd2*). Among the top ten genes, two (*Per2 *and *Dbp*) are well known circadian genes, four (*Hspa5*, *Rbck1*, *Mll*, *and Rnd2*) have been shown to cycle in mouse SCN and/or other mouse tissues, such as liver, aorta, and kidney [16] (also see their circadian expression patterns in GNF Database of Circadian Gene Expression [33]), *Hspa5 *has been reported as sleep-regulated in rat [25], *Sfpq *has been reported as sleep-regulated in fly [29], and two genes (*Camk1g*, *Mbp*) were validated in our Q-PCR experiments above.

A published survey of 7,000 known genes and 3,000 expressed sequence tags identified approximately 650 cycling transcripts in the mouse liver and SCN [16]. By querying the probe set identifiers against the Ensembl database, we were able to retrieve 759 mouse genes, as well as 608 human, 696 rat and 447 *Drosophila *orthologs, respectively (Table 1). We found 94 common genes in the mouse prefrontal cortex and liver, and 90 common genes in the mouse prefrontal cortex and SCN.

**Table 1:** Orthologous Ensembl genes identified as diurnally regulated in our study or as circadian/sleep:wake controlled in five different studies

	Number of unique genes			
	
Study	Human	Mouse	Rat	*Drosophila*
This study	2,694	**2,927**	2,810	1,834
Panda *et al*. [16]	608	**759**	696	447
Cirelli *et al*. [25]	1,011	1,040	**1,134**	772
Terao *et al*. [26]	105	106	**108**	52
Cirelli *et al*. [24]	228	235	217	**246**
Zimmerman *et al*. [29]	288	318	332	**288**
Total unique genes	4,240	4,628	4,521	2,888

A more detailed list is available in Additional data file 1. For each study, the count of genes in the experimental organism is labeled in bold font.

To examine the representation of sleep- and wakefulness-induced genes among 2,927 diurnal genes in the prefrontal cortex, we integrated previously published data by assigning Ensembl identifiers to genes from these studies. For example, by probing 24,000 rat genes and expressed sequence tags (the rat RGU34A arrays), 752 (4.9%) of the transcripts in the whole cortex and 223 (4.8%) of the transcripts in the cerebellum were identified as regulated by sleep/wakefulness independent of time of day by Cirelli *et al*. [25]. We searched their probe set identifiers against the Ensembl database, and identified 1,053 rat genes as well as 920 human, 962 mouse and 689 *Drosophila *orthologs (Table 1). By comparing our list of mouse diurnal genes with the mouse orthologs of the genes reported by Cirelli *et al*. [25], we found 75 common genes in the sleep-related cortex, 124 in the wakefulness-related cortex, 32 in the sleep-related cerebellum and 67 in the wakefulness-related cerebellum. This significant overlap provides validation for the enrichment of sleep and wakefulness induced genes in the set of diurnal genes over the 24 hour cycle (*P *= 9.2E-49 by one-sided Fisher's exact test). In addition, another similar study examined a small set of 1,200 rat transcripts to identify up- and down-regulated genes in the basal forebrain, cerebral cortex and hypothalamus from rat with sleep deprivation (SD) or recovery sleep (RS) [26]. For this study, we identified 105 human orthologs, 106 mouse orthologs, 108 rat genes and 52 *Drosophila *orthologs from the Ensembl database that are related to sleep/wakefulness (Table 1). We compared our list of diurnal genes in mouse prefrontal cortex with the mouse orthologs of their rat genes, and found 16 (out of 55) common genes that are up-regulated in SD rats, 3 (out of 25) down-regulated in SD rats, 8 (out of 23) up-regulated in RS rats and 5 (out of 26) down-regulated in RS rats. Our list of diurnal genes is enriched for SD and RS related genes (*P *= 0.001 by one-sided Fisher's exact test).

In addition, rest/wakefulness induced genes have also been identified in *Drosophila *[24,29]. From Cirelli *et al*., we retrieved 135 wakefulness related and 14 sleep related *Drosophila *genes with an over 1.5-fold change in expression levels, as well as 136 differentially expressed genes at 4 am, a time when flies are mostly asleep, and 4 pm, a time when flies are mostly awake. We examined mouse orthologs for these genes in our list of diurnal genes in the mouse, and found 19 wakefulness-related genes, 1 sleep-related gene and 16 differentially expressed genes at 4 am and 4 pm in our list. A recent study investigated gene expression changes in the *Drosophila *brain during sleep and during a prolonged period of wakefulness [29]. We retrieved 288 genes from the 252 probe set identifiers in this study that differ in their expression in sleep-deprived *Drosophila *and the control group. We identified 318 mouse orthologs for these genes and found that 63 genes overlap with our diurnal genes list, indicating that our list is enriched for SD related genes (*P *= 6.9e-7 by one-sided Fisher's exact test).

In summary, the above comparative analysis with previous publications revealed 469 diurnal genes that have been reported to be circadian clock related or sleep/wakefulness related. This indicates that a list of 2,458 mouse diurnal genes in our study represent novel findings, mainly due to our unique use of high-density arrays containing approximately 45,000 probe sets and the unique tissue (prefrontal cortex) examined. Despite the liberal FDR threshold used in our study, some of these genes may serve as candidates for studying the role of prefrontal cortex in the regulation of circadian rhythm, diurnal activity and sleep:wake cycles. By assigning Ensembl identifiers for mouse genes with diurnal expression in the prefrontal cortex (this study), mouse genes with cycling expression in the liver and SCN, and four sets of sleep or wakefulness induced genes in the rat and fly, we permit a large-scale comparison of findings performed on different model organisms (Additional data file 1).

### Functional analysis of eight temporal categories of gene expression patterns

The expression levels at four ZT points over a 24 hour cycle allowed us to investigate groups of genes with similar expression patterns, so-called temporal categories. We clustered 3,890 diurnal transcripts in the mouse prefrontal cortex into eight clusters using the K-means clustering algorithm (Figure 3). The clusters each contain from 316 to 698 transcripts, with a distinct pattern of expression and with clearly defined peaks and troughs.

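The 8 clusters differ in the time at which their genes peak. Clusters 1 and 8 were highest at ZT3, cluster 7 at ZT9, clusters 3 and 5 at ZT15 and clusters 2, 4 and 6 at ZT21, by the mean log2 deviation of their probe sets from the mean of all arrays. The peak moved to ZT9 for cluster 1 without ZT3 replicate 2 or ZT9 replicate 1, and for cluster 4 without ZT9 replicate 3. Clusters 2, 4 and 6 hold 645, 519 and 352 probe sets, and clusters 3 and 5 hold 523 and 513. Cluster 1, the largest with 698 probe sets, fell from 0.14 ± 0.07 at ZT3 to -0.30 ± 0.16 at ZT21 (SD, n = 3 mice). Cluster 3 rose from -0.23 ± 0.05 at ZT3 to 0.26 ± 0.10 at ZT15, and cluster 2 from -0.16 ± 0.06 at ZT3 to 0.27 ± 0.02 at ZT21. Cluster 5 peaked at ZT15 with 0.17 ± 0.05, and the other times lay between -0.06 and -0.04. Cluster 4 was lowest at ZT3 with -0.21 ± 0.06 and reached 0.10 ± 0.13 at ZT9 and 0.16 ± 0.06 at ZT21. Cluster 8, the smallest with 316, stood at 0.24 ± 0.05 at ZT3 and at -0.11 ± 0.08 at ZT15. The clusters were formed on these values, so the profiles carry no test. The share of probe sets passing the F-test was largest in clusters 3 and 5, with 88 of 513 and 88 of 495 tested, and smallest in cluster 8, with 10 of 252. When k-means with 8 clusters was repeated on the log2 means, 96.2% of cluster 8 and 76.3% of cluster 2 fell into 1 new cluster, against 37.2% of cluster 6 and 38.5% of cluster 4. The adjusted Rand index between both groupings was 0.380, and 0.526 with each profile scaled to unit variance.

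**Figure D2:**
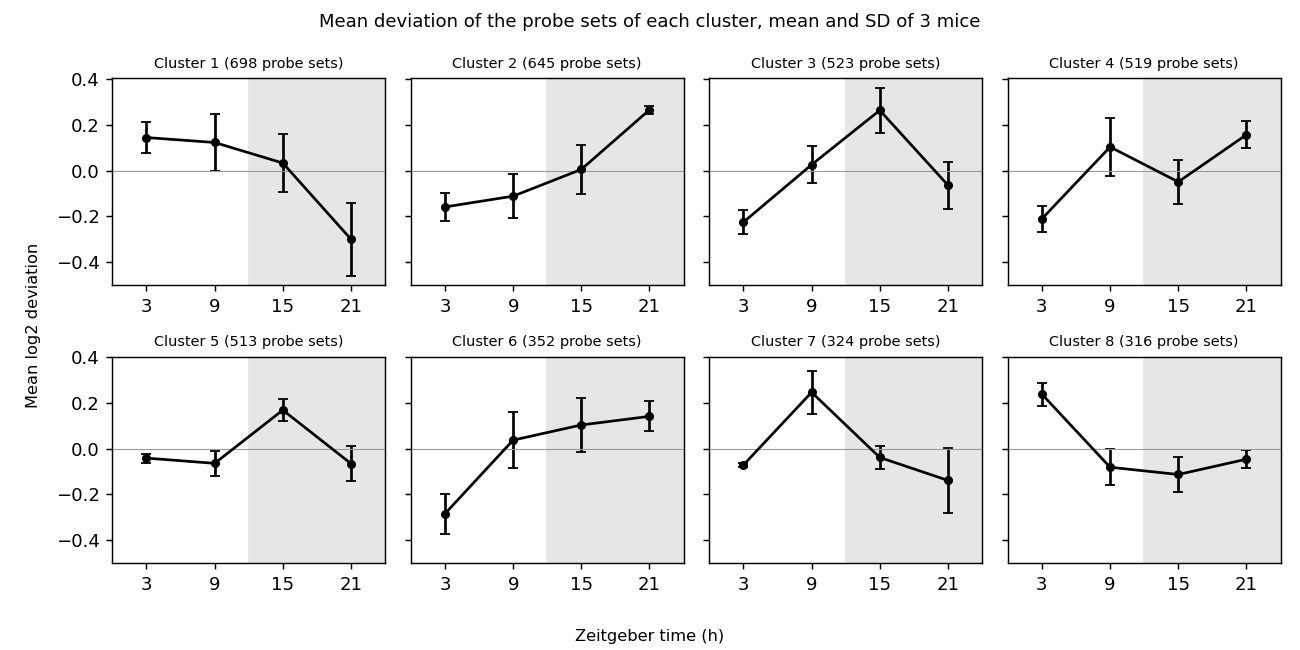
Mean log2 deviation of the probe sets of each of the study's 8 clusters against zeitgeber time in hours. Points are means and bars SDs of 3 mice, and grey marks the dark phase. Cluster 1 falls to -0.30 at ZT21, cluster 3 peaks at 0.26 at ZT15 and cluster 8 stands at 0.24 at ZT3.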

**Figure 3:**
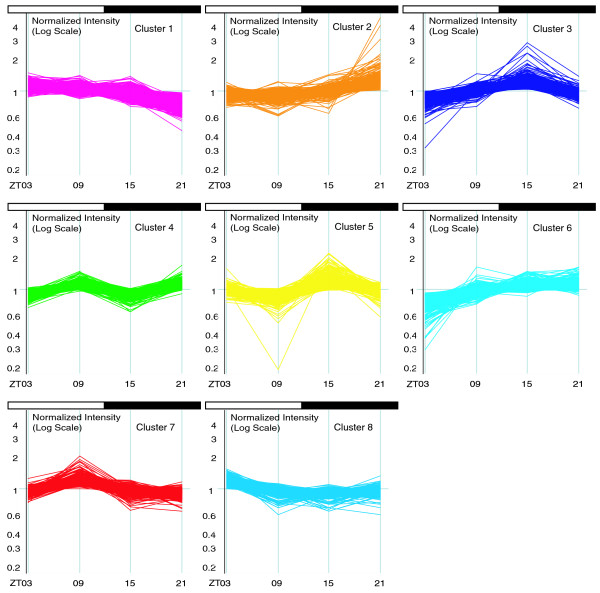
Plots of expression level in log scale versus four time points for the 3,890 diurnally regulated transcripts arranged in eight clusters. These clusters have very distinct temporal patterns of expression variation, suggesting that the clustering procedure is effective in picking out signals specific to each cluster.

Examination of the eight temporal categories permits several preliminary observations. For example, to identify which clusters are most related to sleep/wakefulness regulation, we examined the overlap of genes in each cluster and the entire set of 1,536 sleep-related genes (combined list of mouse orthologs of genes reported in [24-26,29]) and found that cluster 3 (18.8%) and cluster 5 (21.4%) contain the highest fraction of sleep-related genes.

To investigate whether or not the clustering of diurnal genes correlates with functional groupings, we performed Gene Ontology (GO) functional enrichment analysis on all of the diurnal genes as a whole, and on each cluster of temporally co-expressed genes separately. The GO annotation system uses a controlled and hierarchical vocabulary to assign function to genes or gene products in any organism [34]. Among the three independent GO categories (Biological process (BP), Molecular function (MF) and Cellular component), we focused on the annotation of BP and MF.

Initially, we examined the enrichment of the GO level 3 functional annotations for all of the diurnal genes, using all the genes on the microarray as the background distribution (Table 2). The GO level 3 annotations assign general and broad annotations to genes and gene products, so focusing on this level of annotation reduces multiple testing issues while achieving detailed insights and hints on gene function. 

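Chaperones, stress genes and genes of sterol synthesis were over-represented among the diurnal genes, and those of the respiratory chain were rare. Against 23.6% of all tested genes (2786 of 11791), the study's list held 67.7% of 31 genes of endoplasmic reticulum chaperones and the unfolded protein response (adjusted p = 3.26e-06, exact Fisher's test, two-sided, adjusted over 28 lists). It held 60.9% of 23 cytosolic heat shock genes and 65.0% of 20 genes of cholesterol synthesis (adjusted p = 0.00103 and 0.000909), but 6 of 79 respiratory chain genes (7.59%, adjusted p = 0.00157). These tests were chosen after the values were seen. Among the heat shock genes, Hspb1 rose from 7.67 ± 0.15 at ZT9 (SD, n = 3) to 9.07 ± 0.52 at ZT15, and Hspa1b by 1.46 between the same times (adjusted p = 0.103 and 0.192 from limma). Dnajb5 rose from ZT3 to ZT15 by 1.14, and Chordc1 was highest at ZT15 with a range of 0.53 (adjusted p = 0.0648 and 0.115). At an adjusted p under 0.20, 4 of the 23 heat shock genes passed (13 when adjusted over the list alone), all highest at ZT15. At that time 22 of the 23 lay above ZT3, with a median difference of 0.21 (adjusted p = 0.00024 from the camera test, 12 of 100 splits as small), a call kept neither with the correlation between genes estimated from the data nor by the fry test. Without ZT15 replicate 3 that median was 0.11, and the list's mean level followed the first principal component of the arrays (Pearson's r -0.671). Of the cholesterol genes, Fdps and Mvk passed, both highest at ZT21 (ranges 0.65 and 0.41, adjusted p = 0.161 and 0.156), and 15 of 20 passed when adjusted over the list alone. The calls of Hspb1, Hspa1b, Dnajb5, Chordc1, Fdps and Mvk ended without ZT3 replicate 2 or 3 (adjusted p = 0.209 to 0.435), and those of Hspa1b, Chordc1, Fdps and Mvk also without some or all of ZT3 replicate 1, ZT9 replicate 2, ZT15 replicate 1 or 2, and ZT21 replicate 1 or 2 (0.205 to 0.340).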

Not surprisingly, almost all of the enriched BP categories relate to metabolism, cellular transport/localization and response to stimuli. The enriched MF categories are more heterogeneous, but many of them are related to nucleotide binding, RNA binding or protein binding.

**Table 2:** The most over-represented level 3 GO annotations in the Biological process and Molecular function categories for diurnally regulated genes, using all genes on the Mouse430_2 array as the background distribution

Level 3 GO annotation	Count	*P *value	FDR (%)
**Biological process**			
Macromolecule metabolism	776	1.6e-9	0
Primary metabolism	1,190	4.4e-8	0
Cellular metabolism	1,217	4.6e-6	0
Response to unfolded protein	24	9.4e-5	0.1
Protein localization	155	2.6e-4	0.3
Cell organization and biogenesis	343	5.6e-4	0.7
Cellular localization	140	5.0e-3	6.5
Response to heat	10	1.3e-2	15.8
			
**Molecular function**			
Purine nucleotide binding	343	9.3e-7	0
Transferase activity, transferring phosphorus-containing groups	232	2.9e-6	0
RNA binding	120	8.7e-6	0
Ligase activity, forming carbon-nitrogen bonds	74	4.4e-5	0.1
Unfolded protein binding	39	1.1e-3	1.5
GTPase activator activity	34	1.2e-2	15.2
Protein kinase regulator activity	20	1.4e-2	17.2
Heat shock protein binding	16	1.5e-2	18.1

We next examined enriched GO level 4 annotations for each of the eight clusters of diurnal genes, using all diurnal genes as the background distribution (Table 3). Compared to the analysis using all diurnal genes together, this analysis allowed us to correlate the clusters of temporal categories to more specific functional and biological roles. We found that the eight clusters have a distinct distribution of BP functional categories, suggesting that the clustering results are biologically meaningful. Many of the enriched BP functional categories correspond to specialized aspects of metabolism and cellular responses or the regulation of these processes. For example, genes involved in protein transport and localization are enriched in cluster 1, in which the genes are highly expressed during the rest phase (light phase). 

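Genes of protein transport in cluster 1 include Nsf, Napb and Napg of membrane fusion, the Rab genes Rab2a, Rab11b, Rab14 and Rab18, and the nuclear transport genes Kpna1, Kpna3 and Xpo1. Of 35 listed transport genes in the study's list, 18 fell into this cluster, where 7.06 would be found by chance (adjusted p = 0.00206, exact Fisher's test, one-sided, over all pairs of list and cluster). Stx12, a syntaxin of endosomes, had means of 11.24 ± 0.16 at ZT9 (SD, n = 3) and 10.65 ± 0.27 at ZT21, and Kpna1 of 10.37 ± 0.22 at ZT3 and 9.83 ± 0.12 at ZT21, and neither passed (adjusted p = 0.228 and 0.277 from limma). Over the whole list of 103 measured genes, 78 were lower at ZT21 than at ZT9, with a median difference of -0.10 (adjusted p = 0.00294 from the camera test, 6 of 100 splits as small), a call lost by fry and with the correlation between genes estimated from the data. That median was -0.06 without ZT9 replicate 1 or 2 or ZT21 replicate 2, -0.17 without ZT9 replicate 3 and -0.16 without ZT21 replicate 3, and the list's mean level ran with the first principal component of the arrays at a Pearson's r of -0.519. No single transport gene passed the F-test of limma at an adjusted p under 0.20, over all genes or adjusted over the list alone, and 16 had an unadjusted p under 0.05.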

Genes responsible for vitamin metabolism are enriched in cluster 6, in which the genes are highly expressed during the active phase (dark phase), when the mice consume most of their food. 

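Vitamin and cofactor genes of the study's list were spread over 4 clusters. Ttpa, the transfer protein of alpha-tocopherol, lay in cluster 6, Mthfd1 and Shmt2 of folate metabolism in cluster 2, Flad1 of flavin synthesis in cluster 4 and Rfk in cluster 8. The 1 gene of 5 in cluster 6 compares with 0.542 by chance (p = 0.437, adjusted p = 1, exact Fisher's test, one-sided). Flad1 had means of 7.38 ± 0.05 at ZT3 (SD, n = 3) and 7.80 ± 0.13 at ZT21, and Mthfd1 a range of 0.28, and neither passed (adjusted p = 0.287 and 0.277 from limma). Of 23 measured genes of this list, 0 passed the F-test of limma at an adjusted p under 0.20, by adjustment over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Cluster 6 rose from -0.28 ± 0.09 at ZT3 to 0.14 ± 0.07 at ZT21 (mean log2 deviation, SD, n = 3).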

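The median deviation of 79 measured genes of the mitochondrial respiratory chain from their own means was -0.11 at ZT3 and 0.10 at ZT21. In the dark 69 of them were higher than in the light, with a median difference of 0.11 (adjusted p = 0.00628 from the camera test, 43 of 100 splits as small), a call that ended without ZT3 replicate 2, ZT9 replicate 3 or ZT21 replicate 2 (adjusted p = 0.0645, 0.229 and 0.242). It was not kept by fry or with the correlation between genes estimated from the data either, and the mean level of the list followed the first principal component of the arrays (Pearson's r -0.839). From ZT9 to ZT21 the median difference was 0.09, with 58 of 79 genes higher, but it was -0.04 without ZT9 replicate 3, 0.24 without ZT9 replicate 1 and 0.06 without ZT21 replicate 2. Between dark and light it was 0.05 without ZT9 replicate 3. Uqcrc2 had means of 12.22 ± 0.08 at ZT3 (SD, n = 3) and 12.69 ± 0.03 at ZT21, and Ndufb6 and Cox5a had ranges of 0.54 and 0.47, and none of the 3 passed (adjusted p = 0.311, 0.293 and 0.294 from limma). The list had 0 genes past the F-test of limma at an adjusted p under 0.20 over all genes and 0 adjusted over the list alone, with 4 at an unadjusted p under 0.05. Of the 6 genes in the study's list, Ndufs1 lay in cluster 7, Cox5a and Ndufb6 in cluster 6, Cyc1 and Uqcrc1 in cluster 2 and Cox8c in cluster 1. Cluster 7 itself peaked at ZT9 with 0.25 ± 0.09 and was lowest at ZT21 with -0.14 ± 0.14 (mean log2 deviation, SD, n = 3). It also holds Hmgcs1, Msmo1, Sqle and Stard4, 4 of the 13 cholesterol synthesis genes of the study's list (p = 0.0342, adjusted p = 0.457, exact Fisher's test, one-sided). Sqle, with 9.09 ± 0.05 at ZT3 and 9.59 ± 0.14 at ZT9, did not pass (SD, n = 3; adjusted p = 0.227 from limma).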

In cluster 7, where genes have peak expression levels around ZT9 (late in the rest phase), the enriched genes are responsible for the generation of precursor metabolites and energy, which is in preparation for the onset of the active phase. While in cluster 8, genes have higher expression early in the rest phase (ZT3) and are enriched for cellular and macromolecular biosynthesis, consistent with the notion that the sleep phase is important for protein synthesis [25]. 

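Of 49 measured genes of the cytosolic ribosomal list, 44 were higher in the dark than in the light, with a median difference of 0.12 (adjusted p = 0.00299 from the camera test, 39 of 100 splits as small), a call that ended without ZT9 replicate 3 (median 0.06, adjusted p = 0.101) or ZT21 replicate 2 (0.125). The call was also lost by fry and with the correlation between genes estimated from the data, and the list's mean level followed the first principal component of the arrays (Pearson's r -0.807). Rps9 had means of 11.84 ± 0.16 at ZT3 (SD, n = 3) and 12.30 ± 0.07 at ZT21 and did not pass (adjusted p = 0.282 from limma). Of 9 genes of this list in the study's list, 4 lay in cluster 6 (Rpl12, Rpl39, Rps9 and the kinase Rps6ka5) and 0 in cluster 8 (adjusted p = 0.219 and 1, exact Fisher's test, one-sided). Of the 19 aminoacyl-tRNA synthetase genes, 9 were higher and 10 lower in the dark (adjusted p = 0.973 from camera). In the 2 lists, 0 genes passed the F-test of limma at an adjusted p under 0.20 over all genes and 0 adjusted over the list alone, with 4 ribosomal and 2 synthetase genes at an unadjusted p under 0.05.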

Most of the eight clusters do not show clear enrichment of MF functional categories, indicating that each cluster tends to contain genes with different functional roles, but coordinated together in the same biological process. However, it is worth noting that cluster 5, a cluster with higher expression levels early in the active phase (ZT15), is enriched for genes involved in regulating ion channel activity and response to protein stimulus. This may indicate that higher levels of neuronal activities occur during the active phase.

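Chaperones of the endoplasmic reticulum were over-represented in cluster 5. Of 21 genes of this list among the diurnal genes, 13 lay in cluster 5 where 3.06 would be found by chance (adjusted p = 8.89e-05, exact Fisher's test, one-sided). They are Atf4, Calr, Creld2, Derl2, Dnajb11, Dnajc10, Dnajc3, Hsp90b1, Hspa5, Manf, Pdia6, Sdf2l1 and Xbp1. Dnajb11 rose from 8.53 ± 0.15 at ZT9 (SD, n = 3) to 9.09 ± 0.10 at ZT15 (adjusted p = 0.0926 from limma, and 0.203 to 0.255 without ZT3 replicate 2 or 3, ZT15 replicate 1, or ZT21 replicate 1 or 2). Of 31 measured genes, 8 passed the F-test at an adjusted p under 0.20 (15 when adjusted over the list alone), all 8 highest at ZT15. At ZT15, 28 of the 31 lay above ZT3, with a median difference of 0.19 (adjusted p = 0.000447 from the camera test, 6 of 100 splits as small), a call lost by fry and with the correlation between genes estimated from the data. Without ZT15 replicate 3 the median was 0.12, and the list's mean level ran with the first principal component of the arrays at a Pearson's r of -0.479. Of 14 genes of voltage-gated ion channels among the diurnal genes, 4 lay in cluster 5, Kcna6, Kcnc1, Kcnh5 and Cacnb1 (2.04 by chance, p = 0.134, adjusted p = 0.963, exact Fisher's test, one-sided). Of 42 measured channel genes, 0 passed over all genes, and 10 passed when adjusted over the list alone, as many as had an unadjusted p under 0.05 from limma. The strongest were Cacna1a, highest at ZT15 with a range of 0.60 (adjusted p = 0.206), and Scn3b, highest at ZT9 (0.56, adjusted p = 0.227).

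**Figure D3:**
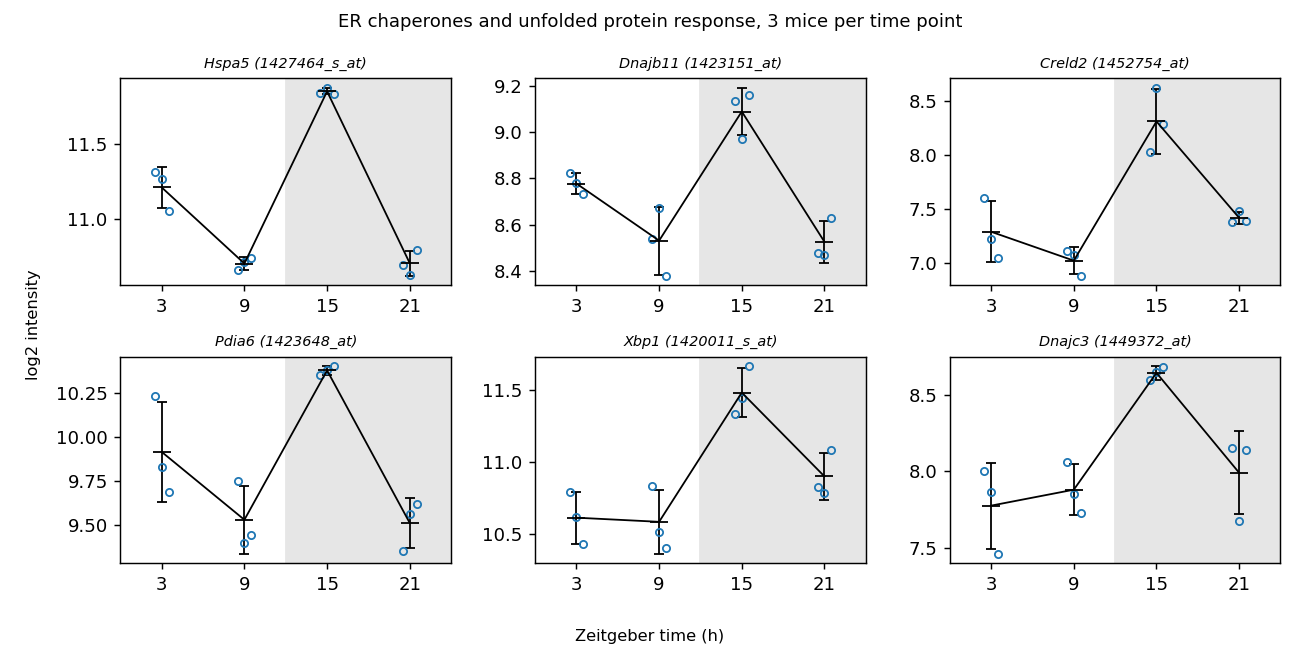
Log2 intensity of 6 genes of the unfolded protein response against zeitgeber time in hours. Circles are the 3 mice at each time, bars the mean and SD, and grey the dark phase. All 6 have their highest mean at ZT15, such as Dnajb11 with 9.09.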

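Of 32 measured immediate early and activity-regulated genes, 31 were higher at ZT15 than at ZT3, with a median difference of 0.83, and 31 higher in the dark than in the light, with 0.50 (adjusted p = 1.38e-11 and 2.02e-12 from the camera test, 7 of 100 splits as small in each). Both calls were lost by fry (adjusted p = 0.118) and with the correlation between genes estimated from the data (0.987), and the list's mean level followed the first principal component of the arrays (Pearson's r -0.616). Bdnf rose from 7.89 ± 0.23 at ZT9 (SD, n = 3) to 9.07 ± 0.16 at ZT15 (adjusted p = 0.0602 from limma). The transcription factor genes Egr1 and Nr4a3 rose from ZT3 to ZT15 by 1.15 and 1.51 (adjusted p = 0.157 and 0.121). Inhba and Vgf were lowest at ZT9 and highest at ZT15 (ranges 0.67 and 0.51, adjusted p = 0.181 and 0.145), and Nr4a2 alone among the called genes was highest at ZT21. The calls of Egr1, Nr4a3, Inhba, Vgf and Nr4a2 ended without ZT3 replicate 2 (adjusted p = 0.348 to 0.487) or ZT15 replicate 2 (0.211 to 0.282), and most of them also without some of ZT3 replicate 1 or 3, ZT9 replicate 2, ZT15 replicate 1, and ZT21 replicate 1 or 2 (0.204 to 0.462). In all, 12 of the 32 passed at an adjusted p under 0.20, 11 of them highest at ZT15, and 26 when adjusted over the list alone. Fos and Arc, with ranges of 1.89 and 2.27, varied too much between mice to pass (adjusted p = 0.395 and 0.326). Fos had its highest mean at ZT9, with 10.80 ± 0.38, against 8.92 ± 1.54 at ZT3 and 10.73 ± 1.64 at ZT15 (SD, n = 3), and Arc stood at 10.94 ± 0.27 at ZT9 and 11.05 ± 1.55 at ZT15. Of the 16 genes in the study's list, Bdnf, Egr3, Fosl2, Homer1, Inhba, Nptx2, Ptgs2 and Vgf lay in cluster 5, 8 genes where 2.33 would be found by chance (adjusted p = 0.0332, exact Fisher's test, one-sided). From the high expression of cluster 5 early in the active phase and the functions enriched in it, the paper proposes that neuronal activity is higher in that phase.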

**Table 3:** The most over-represented level 4 GO annotations in the Biological process and Molecular function categories for each of the eight clusters of diurnal genes, using all diurnal genes as background distribution

Cluster	GO level 4 annotation	Count	*P *value	FDR (%)
**Biological process**				
1	Protein transport	49	1.6e-4	0.2
	Establishment of protein localization	49	2.7e-4	0.4
	Intracellular transport	44	1.3e-3	1.8
	Establishment of cellular localization	44	1.8e-3	2.4
	Cellular localization	44	1.8e-3	2.4
	Vesicle-mediated transport	25	1.2e-2	15
2	M phase	12	3.0e-3	4.1
3	Phosphorus metabolism	44	3.4e-4	0.5
	Biopolymer metabolism	97	1.9e-3	2.5
4	None			
5	Response to protein stimulus	8	5.3e-3	7.2
6	Vitamin metabolism	7	1.5e-2	18.6
7	Generation of precursor metabolites and energy	20	1.3e-2	16.6
8	Cellular biosynthesis	25	7.0e-3	9.3
	Antigen processing	4	9.2e-3	12.0
	Macromolecule biosynthesis	17	1.7e-2	21.4
				
**Molecular function**				
1	Guanyl nucleotide binding	22	1.4e-2	17.0
2	None			
3	None			
4	None			
5	Voltage-gated ion channel activity	11	5.7e-4	0.8
	Alkali metal ion binding	8	5.4e-3	6.9
	Calcium ion binding	19	1.0e-2	12.7
	Ion channel activity	12	2.1e-2	24.9
6	None			
7	None			
8	None			

To investigate the associations of diurnally regulated genes with cellular pathways, we queried the KEGG pathway database using the list of all mouse diurnal genes. We found that these genes are significantly enriched in several pathways, including the MAPK signaling pathway (*P *= 8.2e-4, FDR = 0.01), the gap junction (*P *= 1.2e-3, FDR = 0.015) and focal adhesion (*P *= 7.9e-3, FDR = 0.095). 

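Genes of MAPK signaling were more frequent among the diurnal genes than expected from their number. Of 84 measured genes, 34 (40.5%) were in the study's list (adjusted p = 0.00312, exact Fisher's test, two-sided, chosen after the values were seen). They include the phosphatase Dusp4, the growth factor Bdnf and the heat shock genes Hspb1 and Hspa1b, which the pathway shares with other lists, and Cacng2. These 5 were the genes past the F-test of limma at an adjusted p under 0.20, all highest at ZT15, and 23 passed when adjusted over the list alone. The calls of Hspb1, Hspa1b and Cacng2 ended without ZT3 replicate 2 or 3 (adjusted p = 0.209 to 0.428), and those of Hspa1b and Cacng2 also without some of ZT3 replicate 1, ZT9 replicate 2 or 3, ZT15 replicate 1, 2 or 3, and ZT21 replicate 1 or 2 (0.201 to 0.354). At ZT15, 68 of the 84 were above ZT3, with a median difference of 0.11 (adjusted p = 0.007 from the camera test, 4 of 100 splits as small). That call of camera ended after quantile normalization, where the median difference was 0.01 (adjusted p = 0.0800), and without ZT3 replicate 1 (adjusted p = 0.0793), with the mean of all probe sets of each gene (adjusted p = 0.124), with the correlation between genes estimated from the data, and by fry, and the list's mean level followed the first principal component of the arrays (Pearson's r -0.643). The largest numbers of the 34 diurnal MAPK genes lay in cluster 5, with 10 (4.95 by chance, adjusted p = 0.287, exact Fisher's test, one-sided), and cluster 1, with 9. By chance 6.86 would be found in cluster 1 (unadjusted p = 0.234, same test). Neither cluster passed. Gap junction and focal adhesion genes were not listed and are not analysed here.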

Consistent with our results, it has been previously reported that the components of the MAPK pathway tend to have cycling expression levels [35]. Similarly, it has been demonstrated that cell-cell adhesions also play an important role in maintaining and synchronizing circadian rhythms [36].

### Tissue specific expression analysis for diurnally regulated genes

To gain insights into the tissue specificity of expression levels of diurnally regulated genes, we next examined their expression levels in the GNF GeneAtlas dataset, which contains expression patterns for 36,182 GNF probe sets in 61 mouse tissues [37]. Since these mouse tissues are sampled at one time point, we caution that this analysis reflects only a snapshot of the transcriptome for diurnal genes. We plotted the expression levels of diurnal transcripts in 61 tissues as a heat map, and performed a two-way hierarchical clustering for both the genes and the tissues (Additional data file 2). An estimated 25% of the diurnally regulated transcripts are highly expressed in brain-related tissues, such as cerebral cortex, frontal cortex, hippocampus and cerebellum; another estimated 20% are highly expressed in immune-related tissue, such as T cells, B cells and thymus; and the rest of the diurnal genes are highly expressed in various other tissues. Consistent with previous papers on circadian gene expression [16], our results demonstrate that the diurnal gene expression is usually tissue-specific. In addition, we did not observe obvious differences in patterns of tissue-specific expression among genes across the eight temporal categories (data not shown). This indicates that the transcriptional regulatory mechanisms that separated these eight temporal categories are not tissue-specific. It is important, therefore, to examine whether there are specific transcriptional regulatory mechanisms for each temporal category.

### Transcription factor binding site enrichment in the promoters of diurnally regulated genes

It has been shown that the expression of functionally related genes is regulated by groups of transcription factors (TFs), both spatially and temporally [38-40]. Since similar gene expression patterns within a cluster may be attributed to the presence of similar TF binding sites (TFBSs), we next performed TFBS enrichment analysis on the eight temporal categories. The TFBSs were identified using the phylogenetic footprinting approach, which utilizes the known profile or positional weight matrix (PWM) for each TF and the human-mouse evolutionary conservation [41]. For each cluster, we assessed the enrichment statistics of sites identified for each PWM in the 1 kb upstream regions of the genes within the cluster and identified the most enriched TFBSs (Table 4). Because a single TF often has multiple reported PWMs and also different related TFs have similar PWMs, to remove redundancy, we filtered the enriched PWMs that were similar to a more enriched PWM. For instance, if PWM for TF ATF was more enriched than the PWM for CREB, only ATF was retained because the two PWMs are highly similar to each other. Thus, each enriched TF in our analysis should be interpreted as the representative of a family of TFs with similar binding sites. Except for cluster 7, each cluster contains highly enriched TFBSs for several TF families, and these clusters all have a distinct distribution of enriched TFBSs. Altogether, our analysis indicates that transcriptional mechanisms may underlie the different temporal expression patterns for the eight clusters of diurnal genes.

**Table 4:** TFBS enrichment in each of the eight clusters of diurnal genes

Cluster	PWM ID for TFBS	Fold enrichment	*P *value for enrichment	TF family name
1	M00036	1.345	0	v-Jun
	M00248	1.631	0	Oct1
	M00920	1.119	0	E2F
	M00137	1.439	0.001	Oct1
	M00494	1.614	0.003	STAT6
	M01011	1.579	0.003	HNF1
2	M00411	1.383	0	HNF-4alpha1
	M00712	1.457	0.001	Myogenin
	M00331	1.505	0.003	Lentiviral_TATA
	M00261	1.294	0.004	Olf-1
	M00658	1.392	0.005	PU.1
3	M01066	1.577	0	BLIMP1
	M00731	1.915	0.001	Osf2
	M00655	1.3	0.003	PEA3
4	M00116	1.711	0.005	C/EBPalpha
	M00123	1.39	0.005	c-Myc:Max
5	M00641	1.473	0	HSF
	M00736	1.3	0.002	E2F-1:DP-1
6	M00634	1.355	0	GCM
	M00083	1.284	0.002	MZF1
	M01036	1.223	0.004	COUPTF
	M00069	1.265	0.005	YY1
	M00119	1.282	0.005	Max
7	None			
8	M00762	1.446	0.004	PPAR,_HNF-4,_COUP,_RAR

A more detailed list is available in Additional data file 3.

We next examined whether some of the diurnal genes are themselves TFs, and how their corresponding TFBSs are distributed and enriched in the upstream regions of genes in each of the eight clusters. 

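Transcription factor genes peaked at different times of day. Egr1 and Bhlhe40 were highest at ZT15, Dbp at ZT9 and Thrb, a thyroid hormone receptor, at ZT3, with 6.85 ± 0.19 against 6.00 ± 0.21 at ZT21 (SD, n = 3; adjusted p = 0.166 from limma). The call of Thrb ended without ZT3 replicate 1, 2 or 3, ZT9 replicate 2, ZT15 replicate 1 or 2, or ZT21 replicate 1 or 2 (adjusted p = 0.205 to 0.426), and that of Egr1 without ZT3 replicate 1 or 2, ZT15 replicate 2 or ZT21 replicate 2 (0.250 to 0.426). Of 38 measured factors of the study's binding-site table, 5 passed the F-test at an adjusted p under 0.20 and 16 when adjusted over the list alone. At ZT15, 35 of the 38 were above ZT3, with a median difference of 0.29 (adjusted p = 2.91e-06 from the camera test, 1 of 100 splits as small, the real one). This call was lost by fry and with the correlation between genes estimated from the data. The mean level of this list followed the first principal component of the arrays (Pearson's r -0.713). The binding-site table was made from the study's diurnal genes, which were called on the same arrays. The shift from ZT3 to ZT15 is therefore not an independent test of these factors. By any of their probe sets, 25 of these factors were in the study's list. Of these, 7 had a probe set in cluster 4, 6 in cluster 3, 4 each in clusters 2, 5 and 6, 3 in cluster 1, 1 in cluster 7 (Tef) and 1 in cluster 8 (Jun). This list holds only part of the factors that the study counted.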

Among the eight clusters, cluster 5 - a cluster enriched with genes involved in response to stimulus - is the most TF-rich cluster, with 19 TFs (with positional weight matrix information in the TRANSFAC database), while cluster 7 - a cluster enriched with metabolism-related genes - is the most TF-poor cluster, with 2 TFs. We generated a heat map to demonstrate the TF-TFBS relationships (Figure 4), and provid detailed statistics on these TFs and TFBSs for each cluster in Additional data file 3. We found that clusters 2, 7 and 8 contain very few TFs whose TFBSs are enriched in other clusters (in Figure 4, cells in the columns for TF1, TF7 and TF8 are mostly green), but cluster 2 and 7 contain many enriched TFBSs that are regulated by TFs in other clusters (in Figure 4, many cells in the rows for TFBS2 and TFBS7 are red). Therefore, the diurnal expression of many genes in these three clusters may be due to the transcriptional control of other clusters. In contrast, clusters 4, 5 and 6 contain TFs whose TFBSs are enriched in many other clusters (in Figure 4, many cells in columns of TF4, TF5 and TF6 are red), indicating that these clusters tend to contain factors that regulate temporal expression of genes in other clusters.

**Figure 4:**
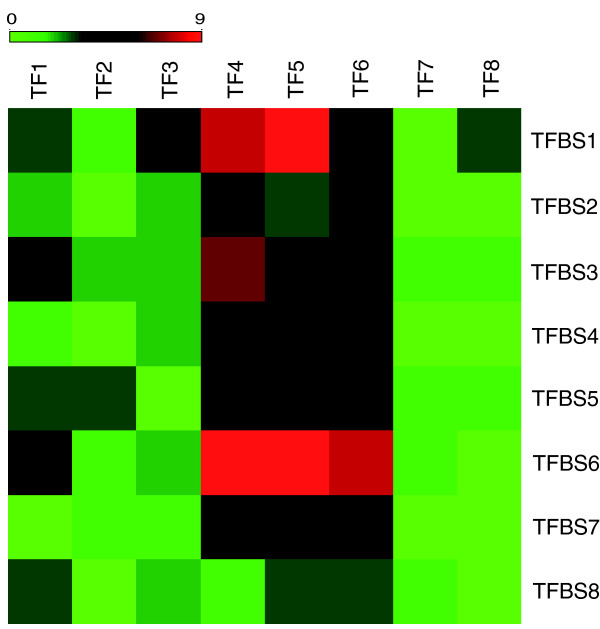
Heat map of enriched TFBSs and their corresponding TFs for each of the eight clusters, when both TFBSs and TFs are present in the diurnal genes. The columns indicate the TFs in each of the eight clusters, where the rows represent the enriched (*P *< 0.05) TFBSs in the 1 kb upstream region of genes in each of the eight clusters. The color of the cell represents the degree of matching: green cells indicate that there is no matching TF and TFBS, while increasing intensity of red colors indicate one or more matches. We found that clusters 2, 7 and 8 contain few TFs that may regulate genes in other clusters, but clusters 4-6 tend to have TFs that may regulate genes in most of the other clusters.

## Discussion

In this study we performed a genome-wide expression profiling analysis on the mouse prefrontal cortex and identified 3,890 transcripts representing 2,927 genes with diurnally regulated expression levels during a 24 hour day:night cycle, among which are 2,458 genes that have not been reported as circadian or sleep:wake related genes in previous studies. Using a clustering analysis, we grouped these diurnal transcripts into categories with similar temporal patterns of expression and showed that these groups differ based on GO functional annotation and distribution of TFBSs in their immediate upstream regions. Annotation of these 2,927 genes will provide a valuable source of candidate genes for behavioral mutations in model organisms such as mouse and for human psychiatric disorders, especially those associated with sleep and circadian disturbances. In addition, annotation of the eight temporal categories can also provide a rich resource for pathway-based functional interpretation of microarray and genome-wide association studies examining cohorts of genes sharing similar functions or co-regulated genes [42].

There are several distinct differences between our study and previous studies on the identification and characterization of oscillating/cycling genes. First, we used the mouse prefrontal cortex as our target for expression profiling, due to its importance in executive functions and in mediating sleep [4,5]. Given the association of psychiatric disorders with malfunctions in prefrontal cortex [9-11], we suggest that diurnal genes in the prefrontal cortex are more likely to be associated with human mental behaviors and psychiatric disorders, particularly those associated with sleep disturbances. As demonstrated in previous experiments, the expression of oscillating genes is highly tissue specific, explaining a small percentage (8.3%) of genes with overlap between SCN and liver in the mouse for circadian genes [16], though the overlap was higher (40-51%) between whole cortex and cerebellum in the rat for wakefulness- and sleep-related genes [25]. It is encouraging that a comparative analysis of our data on mouse prefrontal cortex demonstrated significant (16%) overlap with reports on circadian and sleep/wakefulness related genes. This overlap serves as another means of validation of our findings and further supports previous reports on a subset of genes with cycling expression across tissues.

Second, our goal was to cast a broad net and identify a large number of diurnally regulated genes in a specific tissue, that is, prefrontal cortex. This study does not attempt to distinguish between genes controlled by the circadian system from those regulated by the sleep:wake states. We are aware that a subset of genes identified as diurnally regulated in our study will include genes expressed in response to other external stimuli, including light. This, together with the fact that we used the most extensive arrays and profiled gene expression in a distinct tissue (prefrontal cortex), could explain why most (84%) of the diurnal genes we identified have not been reported in previous circadian and sleep:wake studies in other brain regions from various organisms.

Third, other studies on oscillating gene expression used arrays with relatively few probe sets (less than 10,000 for most publications), but we examined the mouse transcriptome using an array set containing 45,000 probe sets. This large scale analysis enabled us to identify a comprehensive list of genes with diurnal expression levels. Therefore, even though the estimated frequency (approximately 10%) of diurnally regulated genes is similar to previous estimates, the number of genes that we identified is an order of magnitude higher than previous studies. By identifying a large number of diurnally regulated genes in a defined brain region, a clustering analysis resulted in sufficiently large number of genes in each temporal category. There are several main advantages to performing clustering analysis. First, the entire list of diurnal genes may contain genes with many different functions in various cellular pathways. By clustering their patterns of expression variation, we can isolate a specific group of genes with similar expression patterns for more refined functional analysis. For example, analysis of periodically expressed genes in budding yeast showed that genes that encode proteins with a common function often show similar temporal expression patterns, whereas different classes of genes are upregulated at different temporal windows of the respiratory cycles [43]. Second, clustering also allowed us to perform analysis of common sequence motifs and TFBSs on each cluster, which may identify key sequences responsible for common transcriptional regulation. We note that clustering of temporal categories has been performed in several other studies [44,45]. For example, Tavazoie *et al*. [44] used K-means clustering algorithm to cluster 3,000 yeast open reading frames into 30 clusters, based on expression profiles at 15 time points, and subsequently performed functional enrichment analysis and *cis*-regulatory elements analysis. We used the same clustering algorithm to generate eight temporal categories, but used different strategies to analyze the biological meaning of each cluster. We used GO, which is composed of a controlled vocabulary, for the functional enrichment analysis. We also used positional weight matrices from the TRANSFAC database for the TFBS enrichment analysis. Unlike regulatory elements in yeast, the known TFBS profiles in vertebrates are based on experimentally determined binding sites. This, coupled with our use of phylogenetic footprinting to identify putative binding sites, is likely to yield fewer false positives.

We are aware of potential problems and limitations with the current study. We compare gene expression profiles at four time points in a single day rather than sampling tissues over several days. In several similar studies, either a 48 hour period or a 72 hour period was used to study the cycling patterns of expression levels. We acknowledge that sampling more time points over several days would provide more data and higher statistical power for fitting circadian curves; however, our goal in the current study was to identify genes with variable expression levels during the day, rather than genes under circadian control, which requires measurements over a period of several days.

An important aspect of our study is our attempt to establish orthologous relationships between diurnally regulated/cycling genes in different model organisms. This led to the finding that a significant number of brain genes are periodically expressed across species, supporting our prediction that at least a subset of orthologous genes in human will have diurnally regulated expression. We assume that alternations in these genes and even changes in the amplitude of expression due to genetic variation among individuals may contribute to polygenic factors in neurological and psychiatric diseases. Therefore, our study provides a rich source of novel candidate genes and groups of co-regulated genes for human genetic studies. For example, 10 genes among the 16 confirmed genes (*Cacng2*, *Dnajc3*, *Dusp4*, *Gpc6*, *Mbp*, *Nov*, *Phf21b*, *Atxn10*, *Xbp1*, and *Zfyve28*) have their human orthologs located within a 10 Mb region flanking the linkage markers for bipolar disorder [30], and thus merit further study. Prioritization of the list of diurnal genes in mammalian prefrontal cortex by virtue of their chromosomal location in the vicinity of defined susceptibility loci for human neurological and psychiatric disorders and identification of single nucleotide polymorphisms in these genes will represent a first step in this analysis.

## Conclusion

Our analysis demonstrates that about 10% of transcripts have diurnally regulated expression patterns in the mouse prefrontal cortex. These genes can be clustered into eight temporal categories with distinct functional attributes, as assessed by the GO classification and the analysis of enriched TFBSs. Functional annotation of these genes with respect to diurnal expression will be important for the selection of candidate genes for behavioral mutants in model organisms and for human psychiatric disorders, especially those associated with sleep and circadian disturbances.

## Materials and methods

### Animals

All animal experiments were carried out according to the National Institutes of Health guidelines for the use of animals and were approved by the University of Pennsylvania Institutional Animal Care and Use Committee. C57BL/6J mice at ten weeks old were obtained from the Jackson Laboratory (Bar Harbor, ME, USA) and maintained on a LD (12:12) cycle with lights on at 7:00 am. Food and water were available *ad libitum *using standard mouse husbandry procedures. The mice were acclimatized to the lab environment for one week and then entrained for another week under the LD (12:12) cycles with lights on at 7:00 am and 7:00 pm, respectively. We conformed to Zeitgeber time for our experiment, which is used to describe the projected time based on the previous light cycle, with lights on defined as ZT0. At ZT3, ZT9, ZT15, and ZT21, three mice were sacrificed and brains were quickly removed (under red light at ZT15 and ZT21). The prefrontal cortex was defined as described [46] and dissected using the atlas of Franklin and Paxinos as a reference [47]. After removing the olfactory bulb, the most anterior 2 mm cortical area was cut as part of the prefrontal cortex. Then the coronal brain section anterior to the optic chiasm was cut and subcortical structures were removed, which resulted in a tissue about 2 mm ventral from the dorsal surface of the cortex. The prefrontal cortex tissue was put on dry ice immediately after dissection and stored at -80°C until RNA extraction. For validation of the gene expression patterns, we performed the same experiments using another set of mice with five individual animals per ZT.

### Expression profiling experiment

The Affymetrix Mouse430_v2 oligonucleotide microarray (Affymetrix, Santa Clara, CA, USA), which contains 45,037 probe sets, was used for expression profiling experiments. The RNA isolation and the microarray experiment were carried out as described previously [48]. Briefly, total RNA from the mouse prefrontal cortex was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) followed by cleanup using RNeasy mini kit (Qiagen, Valencia, CA, USA). Total RNA (5 μg) from the prefrontal cortex of each mouse was subjected to cDNA synthesis and each biological replicate was hybridized to one chip, which totals in 12 chips. Microarray data can be accessed through the National Center for Biotechnology Information Gene Expression Omnibus (GEO Series GSE9471).

### Identification and clustering of diurnal genes

Affymetrix Microarray Suite 5.0 was used to quantify expression levels for targeted genes using default parameter values. Probe pairs were scored as positive or negative for detection of the targeted sequence by comparing signals from the perfect match and mismatch probe features. The number of probe pairs meeting the default discrimination threshold (tau = 0.015) was used to assign a call (or flag) of absent, present or marginal for each assayed gene, and a *P *value was calculated to reflect confidence in the detection call. A weighted mean of probe fluorescence (corrected for nonspecific signal by subtracting the mismatch probe value) was calculated using the one-step Tukey's biweight estimate. This signal value, a relative measure of the expression level, was computed for each assayed gene. Global scaling was applied to allow comparison of gene signals across multiple microarrays: after exclusion of the highest and lowest 2%, the average feature signal was calculated and used to determine what scaling factor was required to adjust the chip average to an arbitrary target of 150. All signal values from one microarray were then multiplied by the appropriate scaling factor. The data files were imported to GeneSpring 7 (Silicon Genetics, Redwood City, CA, USA), and to minimize multiple testing problems, the probe list was filtered to include only those that scored as 'present' or 'marginal' in the array software in at least two of the three replicate samples. This resulted in 24,546 probe sets, for which the GCRMA normalized expression values were extracted from the CEL files in GeneSpring 7. The GCRMA normalized data for the 24,546 probe sets were subjected to significance analysis of microarray (SAM) [49] for multiclass analysis of the four ZTs, each with three replicates. Significant genes were selected by adjusting the delta value for a FDR of 20%, and the resulting 3,944 transcripts were further filtered by eliminating genes whose normalized expression levels were lower than 0.9 at all 4 ZTs. The resulting 3,890 probe sets were clustered into 8 groups by their patterns of expression variation, using the K-means unsupervised clustering algorithm implemented in the GeneSpring software. The FDR threshold of 20% is a relatively liberal threshold, because we emphasized the generation of a highly comprehensive gene list over specificity; if the FDR threshold is adjusted to 10%, the number of significant genes drops to 388 and some of the known cycling genes, including *Arntl *and *Per1*, are excluded.

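The transcripts with the clearest change over the day were above all those with a peak at ZT15. At an adjusted p under 0.10 from the F-test of limma, 88 probe sets of 73 genes with 1 symbol were called, 61 of them highest at ZT15 and 48 lowest at ZT3. The study's list holds 82 of the 88. Per1 is among them and Arntl is not. Dnajc21, a co-chaperone of the Hsp70 family, was lowest at ZT9 and highest at ZT15, with a range of 1.03 (standard error 0.14, adjusted p = 0.0504). Jdp2, a repressor of AP-1, rose from 9.24 ± 0.10 at ZT3 to 10.09 ± 0.32 at ZT15 (SD, n = 3; adjusted p = 0.0881 from limma), and Vasn, which encodes a transmembrane protein that binds TGF-beta, had the same time course (adjusted p = 0.0665 from limma). At 0.10 the calls of Per1, Dnajc21, Jdp2 and Vasn ended without ZT3 replicate 2 or 3 or ZT15 replicate 2 (adjusted p = 0.127 to 0.273), and each also without some of ZT3 replicate 1, ZT9 replicate 2 or 3, ZT15 replicate 1, and ZT21 replicate 1, 2 or 3 (up to 0.195). The multiclass SAM statistic, recomputed here on the log2 values with 100 permutations, called 1638, 202 and 43 probe sets at a false discovery rate of 20%, 10% and 5%. Of the 1638, 1503 are in the study's list. Without ZT9 replicate 1 or ZT21 replicate 3 the 88 calls rose to 221 or 158, and without ZT3 replicate 1, 2 or 3, ZT9 replicate 2, ZT15 replicate 1 or 2, or ZT21 replicate 1 or 2 they fell to 49, 17, 20, 30, 58, 21, 43 or 28.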

### Validation of diurnally regulated gene expression by real-time Q-PCR

Real-time PCR was carried out on ABI Prism 7900HT sequence detection system (Applied Biosystems, Foster City, CA, USA) by relative quantification (ΔΔCt method) as described previously [48]. Briefly, the total RNA samples isolated from the prefrontal cortex were reverse-transcribed into cDNA using a High Capacity cDNA Archive Kit (Applied Biosystems). The cDNA were then subjected to real-time PCR for 18 target genes (*Arntl*, *Per2*, *Cacng2*, *Camk1g*, *Dnajc3*, *Dusp4*, *Gpc6*, *Ier5*, *Mbp*, *Nov*, *Phf21b*, *Rasd2*, *Sbk1*, *Atxn10*, *Sult4a1*, *Pdia6*, *Xbp1*, and *Zfyve28*) using rodent GAPDH as endogenous control. All the TaqMan assays and reagents were from Applied Biosystems. Three replicates were performed for each of the five mice at ZT3, ZT9, ZT15, and ZT21. Statistical analysis was performed using one-way ANOVA and *t*-test to evaluate expression fluctuations across the four ZTs.

### Comparison of our diurnal genes to genes previously reported

Several other publications reported genes in rats or mice under different environments, such as under regulation of the circadian system or under sleep/wakefulness control. For the previously published experiments, the probe set identifiers were retrieved from the supplementary materials of the publications and translated to Ensembl gene identifiers by querying the Ensembl database (version 42, December 2006). Several previously published data sets were collected on rats or flies, so we queried our mouse diurnal genes against the Ensembl-Compara database [32], and collected the corresponding orthologous genes for comparative analysis. This procedure ensures the most comprehensive and up-to-date translations between the probe set identifiers and gene identifiers.

### Functional analysis of genes with diurnally regulated expression

The DAVID 2007 web server [50] was used for functional analysis of the diurnally regulated genes. When analyzing the common enriched functional categories among the diurnal genes, all genes in the genome were used as the 'background population'; when analyzing each of the eight clusters of diurnal genes, all the diurnal genes were used as the 'background population'. The GO scheme was adopted for functional annotation of diurnal genes, and GO levels of 3 for broader annotations and 4 for specific annotations were used. The *P *values are calculated from one-sided Fisher's exact test. Due to the lack of independence between genes and between GO categories, there has not been a golden-standard way to perform *P *value adjustment for gene enrichment analysis. Therefore, we also provide the FDR measure and caution that the table could contain some false positive GO categories.

### Tissue-specific expression analysis of diurnal genes

We collected the GNF GeneAtlas mouse expression data sets [37] from GNF Genome Informatics Applications and Datasets [51]. This data set contains expression measures for 36,182 GNF probe sets in 61 mouse tissues, and the raw data were processed by the GC-RMA normalization procedure. We used GNF's annotation file to translate these probe set identifiers to Ensembl transcript identifiers, to establish the correspondence with our diurnal transcripts. We were able to retrieve expression measures for 2,097 diurnal transcripts in the GNF data set. We then used the two-way hierarchical clustering algorithm implemented in the Hierarchical Clustering Explorer software [52] to cluster both the genes and the tissues.

### Transcription factor binding site analysis

A phylogenetic-footprinting approach to predict TFBSs in human and mouse was previously reported [41]. Using this approach, a comprehensive mouse TFBS database was built. Briefly, for each gene in the mouse genome, the 1 kb genomic sequence immediately upstream of the transcription start site was searched using the 546 vertebrate PWMs obtained from the TRANFAC database v8.4 [53]. A PWM is a 4 × *k *matrix for a *k *bases long binding site and provides, for each of the *k *positions, the preferences for the four nucleotide bases at that position. Matches between TRANFAC PWMs and promoter regions of the mouse genes were selected using the tool PWMSCAN [41]. The criterion for a match was a *P *value cutoff of 2 × 10^-4^, corresponding to a chance occurrence of one match per 5 kb on average. These matches were filtered further using human-mouse genome sequence alignments to focus our analyses on promoter regions that showed evolutionary conservation. For each TRANSFAC match the fraction *c *of binding site bases that were identical between human and mouse was computed, and the matches for which either *P *value = 0.00002 (expected frequency of 1 in 50 kb) or *c *= 0.8 were retained.

The over-representation of TFBSs in each gene cluster was calculated by dividing the frequency with which a given TFBS was present in promoters of genes in the cluster by its frequency in the promoters of all diurnal genes. Statistical significance was then assessed by permutation tests. More specifically, let *P *denote the set of 1 kb promoter sequences of genes in a given cluster, and let *C *represent the promoter sequences for the entire set of diurnal genes. For each of the 546 transcription factor PWMs, define over-representation of the PWM *x*_*i *_as:

$$s_{i}=\frac{{\text{number of x}}_{\text{i}}\text{ in P}}{{\text{number of x}}_{\text{i}}\text{ in C}}*\frac{\left|C\right|}{\left|P\right|},$$

where |P| and |C| are the number of sequences in P and C, respectively. Let P' be a set of |P| sequences, randomly selected from *C*. Analogous to *s*_*i*_, we calculate over-representation *s*_*i*_' in P' relative to C. Assume that *s*_*i *_= 1. In 1,000 such random samplings, the fraction of times in which the over-representation *s*_*i*_' = *s*_*i *_estimates the significance of *s*_*i*_.

## Abbreviations

BP, Biological process; FDR, false discovery rate; GO, Gene Ontology; MF, Molecular function; PWM, positional weight matrix; Q-PCR, quantitative PCR; RS, recovery sleep; SD, sleep deprivation; TF, transcription factor; TFBS, transcription factor binding site; ZT, Zeitgeber time.

## Authors' contributions

SY performed microarray experiments, real-time PCR validation, raw data processing and clustering analysis. KW and OV conducted bioinformatics analysis on the diurnal genes and comparative analysis with other publications. SH performed transcription factor binding site enrichment analysis. MB conceived the study, guided the interpretation of data and provided intellectual mentorship and guidance. All authors contributed to the writing and approved the final version of the manuscript.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 provides 62 additional tables listing expression values at four time points for diurnally regulated genes, the clustering results from the GeneSpring software, and the gene identifiers used in our comparative analysis with five other publications. Additional data file 2 is a figure illustrating the heat map of expression levels for diurnal genes in 61 mouse tissues, with two-way hierarchical clustering for both the tissues and the genes. Additional data file provides three additional tables listing detailed statistics values as well as TFBS names and identifiers for TFBS enrichment analysis in the eight clusters of genes.

## Supplementary Material

Additional data file 1 Expression values at four time points for diurnally regulated genes, the clustering results from the GeneSpring software, and the gene identifiers used in our comparative analysis with five other publications. Click here for file

Additional data file 2 Heat map of expression levels for diurnal genes in 61 mouse tissues, with two-way hierarchical clustering for both the tissues and the genes. The red rectangular box around tissue names indicates brain-related tissues. Click here for file

Additional data file 3 Detailed statistics values as well as TFBS names and identifiers for TFBS enrichment analysis in the eight clusters of genes. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

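RNA of the prefrontal cortex of single C57BL/6J mice was measured on Affymetrix Mouse430_v2 arrays, with 3 mice at each of ZT3, ZT9, ZT15 and ZT21 and 1 mouse per array. By the paper the replicates are separate mice. No scan date or batch is given in the sources used here. The deposited unit is intensity: the authors extracted GCRMA expression values per probe set in GeneSpring, on a linear scale, and they took the detection calls of their filter from MAS 5.0. The deposited table holds all 45101 probe sets, 64 of them controls, for 12 arrays, without detection calls. The means per time point divided by the median of each probe set were checked against the study's own table of time-point means, of which 1999 of 3890 entries could be read. The median difference was 0.544% to 0.911% per time point and the largest 25.5%. Of the 45037 probe sets that are not controls, 34945 carry 1 gene symbol. The entries of the annotation were matched to the reference for 34741 of these, and 0 symbols changed. The reference, GRCm38.p6, also gave the chromosome and position of each gene.

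Values were taken as log2, with a floor of 1 that no deposited value reached from below. Controls were left out. The 24546 probe sets with the highest mean log2 intensity over the 12 arrays were tested, the number that the authors kept by detection calls, and 198 of the study's 3890 probe sets are not among them. The signal over background of the arrays sets what can be measured. With 3 mice per time point, data simulated with the deposited spread gave 23 of 100 changes of 0.5 log2 and 86 of 100 changes of 1 log2 at an adjusted p under 0.05, with 4 false calls. The calculations were tested on simulated data with known changes. The simulated false calls do not cover the structure that regroupings of the real arrays show.

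The 4 time points were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, moderated F-test), with p-values adjusted by the method of Benjamini and Hochberg over all tested probe sets and a threshold of 0.20. The contrasts were dark minus light (ZT15 and ZT21 against ZT3 and ZT9), ZT15 minus ZT3 and ZT21 minus ZT9, by the moderated t-statistic of the same fit at an adjusted p of 0.05, two-sided. Every adjusted p of a gene is from limma unless another test is named beside it. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

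Gene lists were written from general knowledge before the values were seen, and each gene was represented by its probe set with the highest mean. They cover the core clock, chaperones of the endoplasmic reticulum, cytosolic heat shock proteins, cold-inducible RNA binding proteins, immediate early and activity-regulated genes, glucocorticoid-responsive genes, MAPK signaling, protein transport, the respiratory chain, cytosolic ribosomal proteins, aminoacyl-tRNA synthetases, cholesterol synthesis, voltage-gated ion channels, antigen processing, vitamin and cofactor metabolism, mitosis, neuropeptides and transcription factors of the study's binding-site table. Marker lists cover myelin, oligodendrocyte precursors, astrocytes, microglia, endothelium, choroid plexus, meninges, blood, striatum, olfactory bulb, upper and deep cortical layers and interneurons. The transcription factors were assigned to binding sites from general knowledge. The name pattern of the ribosomal list also takes in the Rps6k kinases, Rps19bp1 and Rpl7l1. Each of the 28 lists with at least 5 measured genes was tested with camera of limma, with a preset correlation between genes of 0.01, for each contrast, and the 84 p-values were adjusted together. The camera test asks whether the genes of a list rank above or below all other genes. The fry test of limma, run beside it, asks whether the genes of a list move one way on balance. Lists were tested against the study's clusters and, as a test chosen after the values were seen, against the study's whole list with Fisher's exact test. Chromosomes were tested with Fisher's exact test and windows of 5 Mb with an exact hypergeometric test.

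The genes named are those the study names in its results, by the probe sets of its Figure 2 where it shows them, the 20 with the largest range at an adjusted p under 0.05, the 10 with the largest difference in each contrast, and up to 4 of each list with the smallest F-test p. The study's genes, and their ranks in its tables, had been seen before. Genes named otherwise were chosen after their values were seen. The study's 8 clusters were described by the mean deviation of their probe sets, and k-means with 8 clusters and 50 starts was repeated on the 4 means of the probe sets.

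The alternatives were quantile normalization, centring each array on its median, no filter, the 15000 brightest probe sets, an intensity trend with a robust prior, array weights, the replicate number as a block, each of the 12 arrays left out in turn, the multiclass SAM statistic with 100 permutations, an F statistic without moderation, stricter thresholds, linear values, camera with an estimated correlation, fry, the mean of all probe sets of a gene, other seeds and scaling for k-means, and other windows. After the arrays were seen, 4 more were added: the 3 arrays with the highest 3' minus 5' difference of the controls left out together, that difference as a covariate, the upper quartile as a covariate, and SAM on linear values. The tests were also repeated on 100 splits of the 12 arrays into groups of the same sizes, or on all 10 splits of 6 arrays. Detection calls, raw images and the real-time PCR values are not analysed here.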

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

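The tests of the arrays' first principal component against time of day, replicate number, the transferrin receptor control, and the deep layer and microglia markers were chosen only after the result was seen, and the others in this part were planned.

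The first principal component of the 12 arrays took 39% of the variance and followed the mean 3' minus 5' difference of the Gapdh and beta-actin control probe sets, a signal in data that the paper does not analyse (Pearson's r -0.885, and -0.879 without the 2 arrays farthest out in that difference). Spearman's rho was -0.797 (adjusted p = 0.0215 over 8 measures, permutation, two-sided), so RNA quality or labelling is a candidate explanation, although the difference itself spans only 0.24 log2 units between arrays and that of the transferrin receptor, the third such control, ran the other way (rho 0.720, with its 5' probe set at a mean of 4.68, below the dimmest probe set tested). Taken alone, and not tested, Gapdh had a rho of -0.573 and beta-actin of -0.804. The relation is not particular to the controls, since the upper quartile of the arrays had a rho of -0.734 (adjusted p = 0.0354, permutation, two-sided), and the mean levels of the deep layer and microglia markers had -0.944 and -0.874. Time of day, the biological explanation that the design gives, took 44.2% of the component's variance (exact permutation p = 0.185 over 15400 partitions), a p that neither shows nor excludes an effect of time. Tissue carried over in the dissection cannot be told apart from RNA quality by these arrays: the strongest rho among the 6 tissue lists was -0.531, for the olfactory bulb markers, under the 0.6 set for that test but not by more than the error of a rho over 12 arrays, while Pearson's r was -0.542 for these and -0.630 for the blood markers, and without the 2 arrays farthest out in each list it was -0.163 for the olfactory bulb, -0.248 for blood, -0.671 for striatum and -0.646 for choroid plexus.

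The 4 measured choroid plexus markers (Ttr, Kcnj13, Sostdc1 and Clic6, none of them in the study's list) had mean log2 intensities that spanned 2.922 between arrays, a signal in genes outside those the paper discusses, and no explanation of it was tested. The full span depends on 1 array. ZT9 replicate 3 was highest with 9.61, followed by ZT15 replicate 1 with 8.28, and ZT3 replicate 3 was lowest with 6.69.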

How the results depend on the processing

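The covariates, the 3 arrays left out together and SAM on linear values were chosen only after the result was seen. The counts below depend on the processing. With the genes called here, and in windows of 2 or 10 Mb for the study's list, 0 chromosomes or windows passed.

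Normalization moved the count of diurnal probe sets from 473 to 2144 (quantile) and 1362 (arrays centred on their medians), dark minus light from 23 to 41 and 67, ZT21 minus ZT9 from 1 to 2 in both, and the called members of the study's list from 448 to 1836 and 1256. The cause was not tested. Without a filter, with dim probe sets added to the adjustment, the counts were 194 diurnal, 30 for ZT15 minus ZT3 (54 as reported) and 172 of the study's list. With the 15000 brightest probe sets, fewer tests, they were 1330, 64 for dark minus light, 116 for ZT15 minus ZT3, 3 for ZT21 minus ZT9 and 1182. An intensity trend with a robust prior kept every count within 1.5 times. For ZT15 minus ZT3 both normalizations did too.

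Array weights gave 14718 diurnal probe sets, 2829, 1020 and 4483 in the contrasts and 3589 of the study's list. Weights refitted on 20 regroupings of the arrays gave a median of 8372 calls (0 to 18406), so the rise may come from weights fitted to few arrays. With the replicate number as a block, although the numbers do not pair the mice (deviations from the time-point means correlated at a mean of -0.0433 for arrays of the same number and 0.0254 for others), 91 diurnal, 12 dark minus light, 25 ZT15 minus ZT3 and 83 of the study's list were called. The block takes degrees of freedom, and no other cause was tested.

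The 3 arrays with the highest Gapdh 3' minus 5' difference (ZT9 replicate 1, ZT15 replicate 3 and ZT21 replicate 3), left out together, gave 5835 diurnal, 329 dark minus light, 2157 ZT21 minus ZT9 and 2465 of the study's list. The 3' minus 5' difference as a covariate gave 1459, 83, 152, 3 and 1129, in the order diurnal, dark minus light, ZT15 minus ZT3, ZT21 minus ZT9 and study's list, and the upper quartile as a covariate 1775 diurnal. SAM called 1638, and 1503 of the study's list. On linear values SAM called 2524 and 2228, and the moderated F-test 251. An F statistic without moderation called 79, and 74 of the list. Thresholds of 0.10 and 0.05 gave 88 and 26.

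Leaving out each array in turn gave 40 (without ZT3 replicate 2) to 3013 (without ZT9 replicate 1) diurnal probe sets, 6 (without ZT3 replicate 2 or 3) to 99 (without ZT9 replicate 1) for dark minus light, 7 (without ZT3 replicate 3) to 101 (without ZT9 replicate 1) for ZT15 minus ZT3, and 37 (without ZT3 replicate 2) to 1944 (without ZT21 replicate 3) of the study's list. For ZT21 minus ZT9 it gave 1 to 93, the latter without ZT21 replicate 3, with 17 higher and 76 lower. Leaving out ZT9 replicate 1 or ZT21 replicate 3, 473 of the 473 stayed called. The arrays whose removal raised the diurnal count also had the lowest array weights, which fall as an array varies more around the fit. The weights were 0.342 and 0.488 for ZT9 replicates 1 and 3, 0.386 for ZT15 replicate 3 and 0.389 for ZT21 replicate 3. All other arrays had 0.852 or more. Why fewer arrays gave more calls was not tested beyond this.

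Of 84 list tests, 20 passed by camera, and 17 to 25 in each other setting but these: 0 with the correlation between genes estimated and 1 by fry (core clock, ZT15 minus ZT3). The cause of these losses was not tested. With the preset correlation, other splits of the arrays gave a median of 15 shifted lists, against 20 for the real grouping. The camera p-values at that correlation are therefore smaller than these arrays warrant. Medians that changed sign were the immediate early genes from ZT9 to ZT21 with array weights (-0.078), the ribosomal and respiratory chain lists from ZT9 to ZT21 without ZT9 replicate 3 (-0.028 and -0.039, and up to 0.23 and 0.24 without ZT9 replicate 1), and protein transport between dark and light (0.0018, 0.0052 and 0.0011 without ZT9 replicate 1 or 2 or ZT21 replicate 2, and as low as -0.059 without ZT21 replicate 3). None of these was called in that setting. Lists passing in the study's clusters rose from 3 to 9 in the clusters of the repeated k-means. Agreement with k-means rose from 0.380 to 0.526 with profiles of unit variance, and other seeds gave 0.378 to 0.382.

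Of 158 named probe sets tested, 69 called, the quantile setting lost 2 calls and added 26, no filter lost 25 and added 2, the block lost 29, and array weights added 75. Leaving out 1 array lost up to 40 (ZT3 replicate 2) or added up to 38 (ZT9 replicate 1). Signal over background limits dim probe sets, which the filter leaves out.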

Differences from the paper's values

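SAM on linear values, the covariates and the 3 arrays left out together were chosen only after the result was seen, and the other settings were set before the data were examined.

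At a false discovery rate of 20%, the paper's counts are 3,944 probe sets and, after a filter on low normalized values, 3,890. The moderated F-test called 473 at an adjusted p under 0.20. The test and the choice of probe sets differ from the paper's. Of the alternatives set before the data were examined, the count came within 1.5 times of both the paper's counts without ZT9 replicate 1 (3013) and without ZT21 replicate 3 (2870). It did not with quantile normalization (2144), arrays centred on their medians (1362), no filter (194), the 15000 brightest probe sets (1330), an intensity trend and robust prior (416), array weights (14718), the replicate number as a block (91), linear values (251), an F statistic without moderation (79), SAM (1638), or any of the other 10 arrays left out (40 to 1492). SAM on linear values, chosen after seeing the values, gave 2524, which is still outside, and leaves out 1662 of the paper's own 3890. The 3 arrays left out together, also chosen after seeing the values, gave 5835, within 1.5 times of both, and leaves out 1425 of the paper's own 3890.

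At a false discovery rate of 10%, the paper's count is 388 and the count here was 88 at an adjusted p under 0.10. None of the alternatives set before the data were examined came within 1.5 times: quantile normalization gave 203, centred arrays 204, no filter 50, the 15000 brightest probe sets 172, the trend 81, array weights 10846, the block 27, SAM 202, an F statistic without moderation 23, linear values 84, and the arrays left out in turn 17 to 221. SAM on linear values, chosen after seeing the values, gave 527, within 1.5 times, and at its 20% it leaves out 1662 of the paper's own 3890. Per1, which the paper leaves out at this stricter rate, passed here (adjusted p = 0.0488 from limma, 0.00329 to 0.236 over 21 alternatives). Arntl did not pass at the stricter rate in either.

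The paper counts several genes as diurnal that did not pass here at 0.20 by limma, although each is in its list. Arntl (adjusted p = 0.219, 0.00992 to 0.472 over 21 alternatives) passed with quantile normalization, centred arrays, the 15000 brightest probe sets, array weights, without ZT9 replicate 1, ZT15 replicate 3 or ZT21 replicate 3, with the 3 arrays left out, with the 3' minus 5' covariate, and by SAM on either scale. Cry2 (0.229, 0.0145 to 0.482) passed with the 15000 brightest, array weights, without ZT9 replicate 1 or 3 or ZT21 replicate 3, the 3 arrays out, the covariate and both SAM runs. Per2, Per1, Cry1, Dbp and Bhlhe40 passed, as in the paper.

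Of the 10 genes that the paper's text puts at the top of its ranking, Dbp, Per2, Hspa5 and Camk1g stood at places 2, 3, 4 and 6 here, Osbpl3, Mbp, Sfpq and Kmt2a (Mll1) at 12, 14, 15 and 33, and Rnd2 and Rbck1 at 813 and 832. Rnd2 (adjusted p = 0.228 by limma, 0.0113 to 0.509) passed with quantile normalization, no filter, array weights, without ZT9 replicate 1 or 3, ZT15 replicate 3 or ZT21 replicate 3, with the 3 arrays out, by both SAM runs and by an F statistic without moderation (adjusted p = 0.0891). Rbck1 (0.230, 0.0108 to 0.511) passed with no filter, array weights, without ZT9 replicate 1 or 3 or ZT21 replicate 3, with the 3 arrays out, by both SAM runs and without moderation (adjusted p = 0.0598).

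Of the genes that the paper took to real-time PCR, those below did not pass by limma. In its real-time PCR on other mice, the paper reports similar patterns for Gpc6, Ccn3 (Nov), Zfyve28 and Atxn10, as for Arntl above. It reports no cycling there for Sult4a1 and Rasd2. Gpc6 passed by 1 probe set (0.227, 0.00888 to 0.468 over 20 alternatives) with quantile normalization, centred arrays, array weights, without ZT9 replicate 1 or 3, ZT15 replicate 3 or ZT21 replicate 3, the 3 arrays out, the covariate and both SAM runs, and by another (0.298, 0.0288 to 0.530) with array weights, without ZT15 replicate 3 and with the 3 arrays out. Ccn3 (0.229, 0.0316 to 0.470) passed with both normalizations, the 15000 brightest, array weights, without ZT9 replicate 1 or 2 or ZT21 replicate 3, the 3 arrays out and both SAM runs. Zfyve28 (0.272, 0.0179 to 0.520) passed with quantile normalization, the 15000 brightest, array weights, without ZT15 replicate 3, the 3 arrays out and SAM on linear values. Atxn10 (0.308, 0.00953 to 0.568) passed with array weights, without ZT21 replicate 3 and with the 3 arrays out. Sult4a1 (0.228, 0.00938 to 0.493) passed with the 15000 brightest, array weights, without ZT9 replicate 1 or 3, ZT15 replicate 3 or ZT21 replicate 3, the 3 arrays out, the covariate and both SAM runs. Rasd2 (0.305, 0.0153 to 0.542, and 0.342, 0.0437 to 0.547, by its 2 probe sets) passed by both with array weights, by the first also without ZT9 replicate 1 and with the 3 arrays out, and by the second with the covariate. A second Mbp probe set (0.227, 0.0127 to 0.509) passed with both normalizations, the 15000 brightest, array weights, without ZT9 replicate 1 or 3 or ZT21 replicate 3, the 3 arrays out, the covariate and both SAM runs.

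The paper sees dense regions of diurnal genes on chromosomes 7, 17 and 19. By the share of diurnal genes among the tested genes, no chromosome or window passed here. That share allows for how many tested genes a region holds, so it does not test the density along the chromosome that the paper's figure shows. The windows with the smallest p held 33 of 88 genes on chromosome 17 (adjusted p = 0.572, exact hypergeometric test, one-sided), 6 of 10 on chromosome 19 (0.98) and, with windows of 2 Mb, 26 of 66 on chromosome 7 (0.986). In the paper's Figure 3, read by eye, cluster 4 reaches its top at ZT9 and rises again to ZT21. The mean here was higher at ZT21 than at ZT9 (0.16 ± 0.06 and 0.10 ± 0.13, SD, n = 3), and higher at ZT9 without ZT9 replicate 3. The other 7 clusters peaked at the time that figure shows, with cluster 1 at ZT9 without ZT3 replicate 2 or ZT9 replicate 1.

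Of the themes that the paper gives its clusters, protein transport in cluster 1 was over-represented in the fixed lists too (adjusted p = 0.00206, exact Fisher's test, one-sided). For the response to protein stimulus in cluster 5 there was no list of its own. Of the nearest, chaperones of the endoplasmic reticulum passed there (13 of 21, adjusted p = 8.89e-05) and cytosolic heat shock genes did not (6 of 14, adjusted p = 0.219). Vitamin genes in cluster 6, energy genes in cluster 7, biosynthesis genes in cluster 8 and ion channels in cluster 5 did not pass, with lists that are not the annotation the paper used. The paper finds cluster 5 richest and cluster 7 poorest in transcription factors. In the 38 factors listed here, cluster 7 was among the poorest with 1, as was cluster 8, and cluster 4 was richest with 7.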

Other observations

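The test of replicate number, the relation of the gene lists to the first principal component, the 2 covariates and the Fisher's tests of lists within the study's list were chosen only after the result was seen. Of 20 genes that glucocorticoids raise, 18 were higher at ZT15 than at ZT3, with a median difference of 0.40 (adjusted p = 0.00024 from limma's camera test, 9 of 100 splits of the arrays as small), a call lost by limma's fry test (adjusted p = 0.118) and with the correlation between genes estimated from the data (0.987). Without ZT15 replicate 3 the median was 0.26, and the list's mean level followed the first principal component of the arrays (Pearson's r -0.721). Of the 20, 3 passed the F-test of limma at an adjusted p under 0.20, Per1, Tsc22d3 (range 0.71, adjusted p = 0.175) and Errfi1 (0.59, adjusted p = 0.175), all highest at ZT15, and 13 when adjusted over the list alone. Fkbp5 was highest at ZT9 and did not pass (0.63, adjusted p = 0.216). Crh, the gene of corticotropin-releasing hormone, rose from 8.34 ± 0.24 at ZT9 to 9.34 ± 0.02 at ZT21 (SD, n = 3; adjusted p = 0.121 from limma). With Vgf it made 2 of 10 neuropeptide genes past the test (4 when adjusted over the list alone). Cirbp, the 1 measured gene of the cold-inducible list, peaked at ZT9 with 9.95 ± 0.17 (SD, n = 3; range 0.53, adjusted p = 0.185 from limma). The calls of Per1, Tsc22d3, Errfi1, Crh, Vgf and Cirbp ended without ZT3 replicate 2 (adjusted p = 0.236 to 0.439), all but that of Per1 also without ZT3 replicate 3, ZT15 replicate 2, or ZT21 replicate 1 or 2 (0.210 to 0.423), and most of them without some of ZT3 replicate 1, ZT9 replicate 2 and ZT15 replicate 1 (0.205 to 0.320).

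Single genes of blood vessels, glia and cortical layers passed the F-test. Cldn5, a gene of endothelial tight junctions, was highest at ZT21 with 9.33 ± 0.09 and lowest at ZT9 with 8.27 ± 0.34 (SD, n = 3; adjusted p = 0.0602 from limma), and Slc2a1, a glucose transporter, rose from ZT3 to ZT15 by 0.63 (adjusted p = 0.156). They were 2 of 11 endothelial genes past the F-test (7 when adjusted over the list alone). Of 14 deep layer genes 3 passed (8 over the list alone): Nr4a2, Ccn2 (highest at ZT15, range 0.81, adjusted p = 0.129) and Ntsr1 (highest at ZT9, 0.55, adjusted p = 0.194). Inhba was the 1 of 11 upper layer genes (2 over the list alone). Gpr17 was the 1 of 6 genes of oligodendrocyte precursors (5 over the list alone) and Gjb1 the 1 of 16 of myelin (2 over the list alone), both highest at ZT21 (ranges 0.86 and 0.74, adjusted p = 0.194 and 0.188). Slc6a7 was the 1 of 5 olfactory bulb genes (4 over the list alone), highest at ZT9 (0.56, adjusted p = 0.175). Of the calls in this paragraph only that of Cldn5 stayed without each single array. The others ended without ZT3 replicate 1, 2 or 3, ZT15 replicate 2 or ZT21 replicate 1 (adjusted p = 0.215 to 0.497), and most of them also without ZT9 replicate 2, ZT15 replicate 1 or ZT21 replicate 2 (0.204 to 0.338).

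By the F-test of limma at an adjusted p under 0.20, 0 genes passed of 12 of microglia, 9 of meninges, 13 of astrocytes, 13 of interneurons, 11 of striatum, 9 of antigen processing and 13 of mitosis. Adjusted over each list alone, 5 microglia and 6 meningeal genes passed and 0 of the others, and at an unadjusted p under 0.05 there were 3, 3, 0, 1, 1, 1 and 0 in that order. Of 9 meningeal genes, 8 were lower at ZT15 than at ZT3, with a median of -0.12 (adjusted p = 0.0128 from camera, 13 of 100 splits as small, 0.00621 to 0.987 over 24 alternatives). That call was lost with the correlation between genes estimated (0.987), by fry (0.578), with the 15000 brightest probe sets (0.0623) and without ZT15 replicate 2 (median -0.05, adjusted p = 0.0700), and the median was -0.06 without ZT3 replicate 3. The 2 measured blood genes and the 4 of the choroid plexus are too few for the list test, and 0 of either passed the F-test or had an unadjusted p under 0.05. The choroid plexus genes had a mean of 6.86 ± 0.20 at ZT3, 7.91 ± 1.47 at ZT9 (7.01 to 9.61 among mice), 7.48 ± 0.69 at ZT15 and 7.07 ± 0.22 at ZT21 (SD, n = 3). Ttr stood at 10.00 ± 0.87 at ZT3, 12.17 ± 2.30 at ZT9 and 12.16 ± 1.75 at ZT15 (SD, n = 3; adjusted p = 0.476 from limma). Without ZT9 replicate 3 its difference between ZT9 and ZT3 was 0.84.

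Among the other list calls of camera, the immediate early genes were higher at ZT21 than at ZT9 in 22 of 32 (median 0.17, adjusted p = 0.00024, with medians of 0.33, 0.05 and 0.10 without ZT21 replicate 1, 2 and 3). The ribosomal list was higher in 40 of 49 (median 0.09, adjusted p = 0.007). Its median was 0.23 without ZT9 replicate 1 and 0.17 without ZT21 replicate 1. The ribosomal call ended without ZT9 replicate 3 (-0.03, adjusted p = 0.771), without ZT21 replicate 2 (0.05, adjusted p = 0.453) and with array weights (0.01, adjusted p = 0.401). In the dark, core clock genes were higher in 19 of 20 (0.16, adjusted p = 1.66e-05), heat shock genes in 21 of 23 (0.12, adjusted p = 0.000625), genes of the endoplasmic reticulum in 21 of 31 (0.05, adjusted p = 0.012, with medians of 0.03 without ZT3 replicate 3 or ZT15 replicate 3, 0.10 without ZT9 replicate 1 or ZT15 replicate 2 and 0.11 without ZT9 replicate 2), and transcription factors in 28 of 38 (0.14, adjusted p = 0.007, and 0.0735 without ZT9 replicate 1, with medians of 0.09 without ZT9 replicate 3 or ZT15 replicate 3 and 0.08 without ZT21 replicate 3). Of 100 splits, the real grouping counted among them, 36, 35, 1, 17, 18 and 16 gave as small a p for these 6 calls, in that order. With the correlation between genes estimated from the data, or by fry, 0 of the 6 were kept. With array weights the calls of the endoplasmic reticulum genes (median 0.03, adjusted p = 0.0659) and of the transcription factors (0.07, adjusted p = 0.194) ended. In that setting the call of the immediate early genes from ZT9 to ZT21 ended as well, and its median turned to -0.078 (adjusted p = 0.154 from camera). The transcription factor call also ended with the mean of all probe sets of a gene (adjusted p = 0.0907). It ended too with the 3 arrays of highest 3' minus 5' difference left out together (adjusted p = 0.319). Protein transport genes were lower in the dark in 56 of 103 (-0.02, adjusted p = 0.0405, 26 of 100 splits as small), a call that ended without ZT3 replicate 2, ZT9 replicate 1 or 2, ZT15 replicate 1 or 2, or ZT21 replicate 1 or 2 (0.0551 to 0.150), without a filter (0.282), by fry (0.843) and with the correlation between genes estimated (0.987), and the median was -0.06 without ZT9 replicate 3 or ZT21 replicate 3 and -0.03 without ZT15 replicate 3. Of the 11791 tested genes, 2786 are in the study's list. By that count it holds 24 of those 38 factors (adjusted p = 3.26e-06, exact Fisher's test, two-sided), against 25 by any probe set. These factors come from the study's binding-site table, which was made from its diurnal genes, called on the same arrays. Neither this share nor the shift of the factors in the dark is therefore an independent test. The study's list also holds 16 of 32 immediate early genes (0.00486) and 11 of 20 core clock genes (0.00848).

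Other splits of the arrays were tried for the counts, and the real grouping is counted in each share. For the 473 diurnal probe sets, 8 of 100 splits gave as many, so chance cannot be excluded, and the highest other, 7261, is many times the real count and points to a structure of the samples. For dark minus light, 2 of 100 gave the 23 or more, so chance is excluded at 0.05, although the highest other, 2565, again points to such a structure. For the 20 shifted lists, 29 of 100 gave as many (median of the others 15, highest other 32), so chance cannot be excluded. For ZT15 minus ZT3 (54, highest other 0, as many in 1 of 10) and ZT21 minus ZT9 (1, highest other 216, as many in 3 of 10), the 10 splits are too few for a share under 0.05.

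Because the first principal component followed the 3' minus 5' difference of the Gapdh and beta-actin controls, that difference was entered as a covariate. It raised the diurnal count to 1459 and kept 467 of the 473. Of the 1459, 1129 are in the study's list, 709 were highest at ZT15, 350 at ZT9, 297 at ZT21 and 103 at ZT3. Only 1 of 100 splits with their own fit gave as many, the real one, and the highest other was 1154. The covariate was chosen after the arrays were seen, which this share does not allow for, so the share alone does not exclude chance. The upper quartile as a covariate (1775) and quantile normalization (2144) raised the count more, so the rise is not particular to these controls. The Gapdh difference was 0.13 ± 0.01 at ZT3, 0.19 ± 0.11 at ZT9, 0.16 ± 0.08 at ZT15 and 0.17 ± 0.06 at ZT21 (SD, n = 3; exact permutation p = 0.794), with beta-actin at p = 0.306 and the transferrin receptor at p = 0.258.

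A further 2 explanations of the first component were tested. An intensity spread left by normalization would have lost its share after quantile normalization, but the share was 39.2% there against 39% before. A batch that follows the replicate number would have drawn arrays of the same number together, but the number took 7.81% of the component's variance (exact permutation p = 0.682), less than an arbitrary number would on average, and the deviations of arrays of the same number from their time-point means correlated less than those of others.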
